# Role of the WNT/β-catenin/ZKSCAN3 Pathway in Regulating Chromosomal Instability in Colon Cancer Cell lines and Tissues

**DOI:** 10.3390/ijms23169302

**Published:** 2022-08-18

**Authors:** Young-Eun Cho, Jeong-Hee Kim, Young-Hyun Che, Yong-Jun Kim, Ji-Youn Sung, Yoon-Wha Kim, Bong-Geun Choe, Sun Lee, Jae-Hoon Park

**Keywords:** ZKSCAN3, MAD2L2, WNT, β-catenin, colon cancer

## Abstract

Zinc finger protein with KRAB and SCAN domains 3 (ZKSCAN3) acts as an oncogenic transcription factor in human malignant tumors, including colon and prostate cancer. However, most of the ZKSCAN3-induced carcinogenic mechanisms remain unknown. In this study, we identified ZKSCAN3 as a downstream effector of the oncogenic Wnt/β-catenin signaling pathway, using RNA sequencing and ChIP analyses. Activation of the Wnt pathway by recombinant Wnt gene family proteins or the GSK inhibitor, CHIR 99021 upregulated ZKSCAN3 expression in a β-catenin-dependent manner. Furthermore, ZKSCAN3 upregulation suppressed the expression of the mitotic spindle checkpoint protein, Mitotic Arrest Deficient 2 Like 2 (MAD2L2) by inhibiting its promoter activity and eventually inducing chromosomal instability in colon cancer cells. Conversely, deletion or knockdown of ZKSCAN3 increased MAD2L2 expression and delayed cell cycle progression. In addition, ZKSCAN3 upregulation by oncogenic WNT/β-catenin signaling is an early event of the adenoma–carcinoma sequence in colon cancer development. Specifically, immunohistochemical studies (IHC) were performed using normal (NM), hyperplastic polyps (HPP), adenomas (AD), and adenocarcinomas (AC). Their IHC scores were considerably different (61.4 in NM; 88.4 in HPP; 189.6 in AD; 246.9 in AC). In conclusion, ZKSCAN3 could be responsible for WNT/β-catenin-induced chromosomal instability in colon cancer cells through the suppression of MAD2L2 expression.

## 1. Introduction

Catenin-β is a multifunctional intracellular signaling protein that plays a critical role in cancer development and the maintenance of cellular homeostasis by regulating gene transcription [1]. In the absence of Wnt factors, β-catenin is effectively degraded by a multiprotein complex composed of APC, Axin1, GSK3β, and CK1 [2,3]. Upon stimulation by the Wnt ligand, β-catenin is rescued; it accumulates in the cytoplasm, and is transported to the nucleus, where it interacts with T-cell factor/lymphocyte enhancer factor (TCF/LEF) to activate the transcription of target genes involved in cell cycle progression and cell survival [4]. The upregulation of β-catenin, frequently caused by *APC* mutations, occurs in the early stages and is one of the most common events in the development of colorectal cancer [5]. In addition, chromosomal instability (CIN), observed in 65−70% of sporadic colorectal cancers, can be induced by the activation of β-catenin signaling [6].

CIN, caused by impaired DNA repair, improper chromosomal segregation, or spindle checkpoint defects during cell division, is commonly observed in human colon cancer [7,8]. CIN is not only a crucial event for tumor initiation or progression toward malignancy, but also a principal driver of genetic heterogeneity and clonal diversification; therefore, it is closely associated with the aggressive behavior of cancer cells, resistance to chemotherapy, and poor survival in colon cancer patients [9,10,11]. This makes elucidating the molecular mechanisms underlying CIN in colon cancers very important for understanding the carcinogenic process and developing better therapeutic strategies. Aberrant activation of the Wnt signaling pathway is one of the most important contributors to the development of colon cancers; it induces CIN and allows the β-catenin-mediated rapid and continuous proliferation of cells harboring CIN [12,13]. β-catenin/TCF-mediated transcription increases CIN through dysregulation of G2/M progression or chromosome segregation errors [14]. Activated WNT triggers defects in kinetochore–microtubule attachment during mitosis, leading to inaccurate duplication of genetic material [15]. *APC* mutation and overexpression of Conductin or Aurora A are downstream effectors responsible for CIN induction by WNT pathway activation [12,16,17]. However, further studies on the role of chromosomal segregation errors in CIN induction, knowledge of the molecules linking the spindle assembly checkpoint (SAC) and activated WNT/β-catenin pathway are necessary.

Zinc finger with KRAB and SCAN domain 3 (ZKSCAN3) is a member of the zinc finger transcription factors with Krüppel-associated box (KRAB) and SCAN domains. It participates in a variety of critical cellular functions, including autophagy, cell differentiation, apoptosis, cell proliferation, and cancer progression [18,19,20,21]. ZKSCAN3 was initially identified as a driver of colorectal cancer; however, it also plays an important role in cancer cell proliferation, migration, and metastasis in several human malignancies, including colon, bone marrow, prostate, bladder, and cervical cancers [21,22,23,24,25,26]. Furthermore, the upregulation of ZKSCAN3 increases the expression of colon cancer progression factors such as cyclin D1, epidermal growth factor receptor, integrin β4, and vascular endothelial growth factor [27]. However, the molecular mechanisms underlying cancer development/progression in response to ZKSCAN3 overexpression and its downstream signaling molecules are yet to be elucidated.

In this study, we investigated the molecular mechanisms and pathways underlying colon cancer development mediated by ZKSCAN3 in relation to the oncogenic WNT pathway, because ZKSCAN3 and WNT/β-catenin pathways are well known in colon carcinogenesis. We demonstrated that the WNT/β-catenin/ZKSCAN3 axis could act as a transcriptional repressor of *MAD2L2* and that dysregulation of ZKSCAN3 could induce CIN through a MAD2L2-dependent pathway. This is the first study to show that ZKSCAN3 is a key mediator of CIN induction in the oncogenic WNT/β-catenin pathway.

## 2. Results

### 2.1. Identification of the ZKSCAN3 Target Gene Pathway through Transcriptome Analysis

ZKSCAN3 plays a significant role in cervical cancer progression [26]. To gain further insight into the molecular signaling pathways regulated by ZKSCAN3, homozygous (*ZK3*-KO) and heterozygous (*ZK3*-KD) *ZKSCAN3*-deficient HCT116 cell lines were constructed using the CRISPR/Cas9 system (Supplementary Figure S1A,B). RNA sequencing was used to compare gene expression in the parental HCT116 cells and *ZK3*-KO cells. 

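HCT116 is a human colon carcinoma cell line. Parental HCT116 cells (*ZK3*-WT) and *ZK3*-KO cells were each sequenced as 3 biological replicates, from stranded libraries of polyadenylated RNA. The authors deposited 1 table of 46427 genes with the number of reads counted on each gene in each library, without normalization, beside their FPKM and TPM values. The methods describe quantification against an Ensembl annotation of hg19, whereas the deposited table lists NCBI Gene identifiers and RefSeq transcripts. The counts summed to 60827060, 67756654 and 68635701 reads in *ZK3*-WT replicates 1, 2 and 3, and to 63581292, 69739215 and 67944123 reads in *ZK3*-KO replicates 1, 2 and 3. The counts were normalized by edgeR's TMM method and are given as CPM. The 18366 genes that passed edgeR's expression filter were compared between the genotypes with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method to a false discovery rate (FDR).
ZKSCAN3, the targeted gene (NCBI Gene 80317), lies on chromosome 6 of GRCh37 from 28317724 to 28336949, on the forward strand. It was counted at 28.1, 23.4 and 19.8 CPM in *ZK3*-WT replicates 1, 2 and 3, and at 25.4, 24.9 and 13.6 CPM in *ZK3*-KO replicates 1, 2 and 3. The mean was 23.8 ± 4.17 CPM (SD, n = 3) in *ZK3*-WT cells and 21.3 ± 6.68 CPM (SD, n = 3) in *ZK3*-KO cells. The log2 fold change of *ZKSCAN3* mRNA was -0.16 (standard error 0.27, FDR 0.797 from edgeR's quasi-likelihood test), which is smaller than the spread between replicates. It was 0.09 (FDR 0.766 in the same test) when *ZK3*-KO replicate 3 was left out. The number of *ZKSCAN3* reads therefore did not separate the genotypes, and the counts per gene do not show the sequence of the edited site.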

Heatmap analysis (Figure 1A) indicated that 1923 genes with significant changes in expression levels (FDR < 0.05) were clustered; among them, 1069 genes were upregulated in *ZK3*-KO cells and 854 were downregulated. In addition, gene ontology (GO) and enrichment analysis using the DAVID software identified 64 canonical pathways that were significantly altered due to ZKSCAN3 deficiency (Figure 1B). 

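With all 6 libraries, 376 genes passed an FDR of 0.05 in edgeR's quasi-likelihood test, of which 150 (39.9%) were upregulated and 226 were downregulated in *ZK3*-KO cells. Without adjustment, 3371 genes had a p-value under 0.05. Of the fits with adjusted p-values, the one without *ZK3*-KO replicate 3 gave the most genes. In it 2858 genes passed, with 1399 upregulated and 1459 downregulated, and these included all 376 genes. Leaving out any other library lowered the number of genes to between 49 and 158. *ZK3*-KO replicate 3 differed from the other *ZK3*-KO libraries more than any other replicates of a genotype differed. Across genes, the correlation of its log2 CPM was 0.963 with *ZK3*-KO replicate 1 and 0.950 with *ZK3*-KO replicate 2. The correlation was 0.985 between *ZK3*-KO replicates 1 and 2 and between 0.983 and 0.989 among *ZK3*-WT replicates.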

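The GO annotation behind DAVID was not used here, so lists of genes with known roles stood in for the GO terms. Each list was tested against all other genes with limma's camera test (inter-gene correlation preset at 0.01), and FDR values were adjusted over the 17 lists. The spindle assembly checkpoint list (25 genes, among them *BUB1*, *BUB3*, *MAD2L1*, *MAD2L2*, *CDC20* and *TTK*) had a median log2 fold change of 0.39 in *ZK3*-KO cells (FDR 0.0113 from camera), and 24 of its genes were higher than in *ZK3*-WT cells. None of the 25 genes passed an FDR of 0.05 alone in edgeR's test, and 3 had an unadjusted p-value under 0.05. The G1/S and S phase list (43 genes, among them *MCM5*, *PCNA*, *CDC6* and *CCNE2*) had a median log2 fold change of 0.59 (FDR 3.66e-04 from camera), with 42 genes higher. None of these 43 genes passed alone, and 5 had an unadjusted p-value under 0.05. Both lists moved in opposite directions within the *ZK3*-KO group. Relative to the mean of *ZK3*-WT cells, the median of the checkpoint list was 0.57, 0.71 and -0.26 in *ZK3*-KO replicates 1, 2 and 3, and that of the G1/S and S phase list was 0.74, 1.21 and -0.79. When *ZK3*-KO replicate 3 was left out, the medians were 0.63 and 0.97, and 13 and 36 genes passed an FDR of 0.05. When *ZK3*-KO replicate 2 was left out instead, they were 0.11 and 0.25, with FDR values of 0.196 and 0.336 from camera. The checkpoint list also lay above an FDR of 0.05 without *ZK3*-KO replicate 1 (median 0.24, FDR 0.0795) and without *ZK3*-WT replicate 2 (median 0.27, FDR 0.0983). Over the alternatives set for lists, the FDR ranged from 1.02e-07 to 0.592 for the checkpoint list and from 6.32e-29 to 0.592 for the G1/S and S phase list. Of the 12 lists past an FDR of 0.05 with camera, only a list of p53 target genes also passed under limma's fry test (FDR 0.00901), and none passed when the inter-gene correlation was estimated from the data (lowest FDR 0.307).

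**Figure D1:**
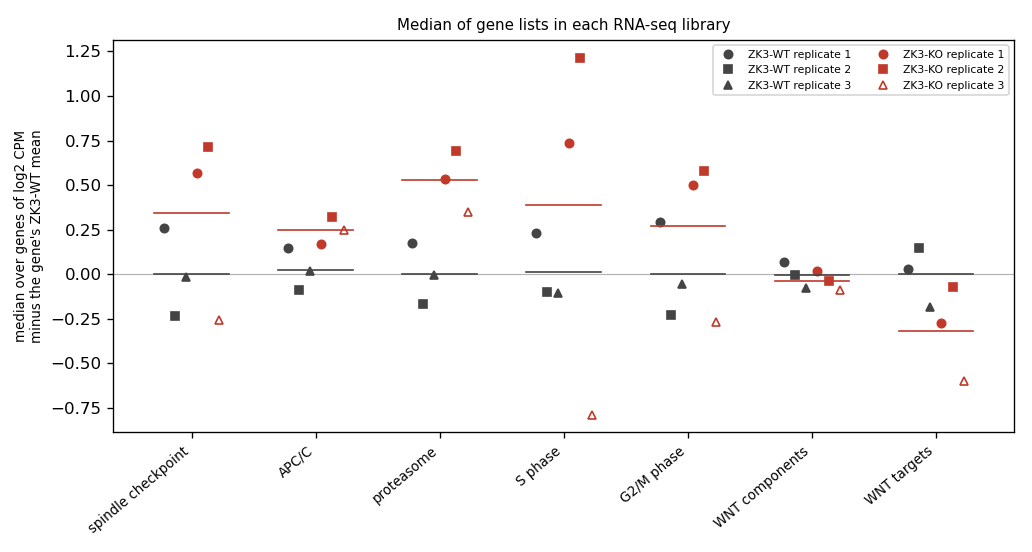
Median of 7 gene lists in each RNA-seq library, as log2 CPM minus the mean of the same gene in *ZK3*-WT cells. Each symbol is 1 library, horizontal lines are the means of the 3 libraries of a genotype, and the open triangle is *ZK3*-KO replicate 3, which lies below all *ZK3*-WT libraries for the spindle checkpoint list (-0.26) and the S phase list (-0.79).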

In *ZK3*-KO cells, the significantly upregulated differentially expressed genes (DEGs) (*p* < 0.05) included genes enriched in biological processes such as positive regulation of the mitotic cell cycle spindle assembly checkpoint and those involved in the G1/S transition of the mitotic cell cycle (Figure 1B). In addition, the expression of genes that play an essential role in the WNT signaling pathways was markedly altered in the *ZK3*-KO cells. Therefore, the association between ZKSCAN3 and WNT signaling pathways was investigated. 

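A list of 91 WNT pathway components (WNT ligands, receptors, the destruction complex, TCF/LEF factors and antagonists) contained 72 genes that passed the expression filter. Their median log2 fold change was -0.07 (FDR 0.728 from camera), with 41 genes lower and the rest higher in *ZK3*-KO cells, and it was 0.02 without *ZK3*-KO replicate 3. In edgeR's quasi-likelihood test, 2 of them passed an FDR of 0.05 over all genes. *NKD2* was upregulated by 0.94 on the log2 scale (standard error 0.15, FDR 0.0282), and *RNF43* had a log2 fold change of -1.87 (standard error 0.22, FDR 0.00992). Adjusted over the list alone, 8 of the 72 genes passed. *CTNNB1*, which encodes β-catenin, was counted at 286 ± 36.6 CPM (SD, n = 3) in *ZK3*-WT cells and 365 ± 88.0 CPM (SD, n = 3) in *ZK3*-KO cells, a log2 fold change of 0.35 (FDR 0.437 in edgeR's test; 0.55 and FDR 0.0304 without *ZK3*-KO replicate 3, and FDR up to 0.759 over the other alternatives). Among 16 tested transcriptional targets of β-catenin/TCF, 11 were lower in *ZK3*-KO cells, and the median log2 fold change was -0.24 (FDR 0.0169 from camera; -0.18 and FDR 0.708 without *ZK3*-KO replicate 3). The target list also lay above an FDR of 0.05 in a linear model on log2(CPM + 1) (0.0957), under fry (0.178) and with an estimated inter-gene correlation (0.592), and its FDR was between 0.00444 and 0.0400 in the other alternatives. The targets past an FDR of 0.05 were *RNF43* and *SOX9*, the latter with a log2 fold change of -1.51 (standard error 0.16, FDR 0.00697 in edgeR's test). *NKD2*, *RNF43* and *SOX9* were singled out after their values were seen. Of the 15 alternatives set for single genes, *RNF43* and *SOX9* passed in 13 and *NKD2* passed in 10, with FDR values of up to 0.0778, 0.0562 and 0.174, respectively. *AXIN2* fell by 1.01 on the log2 scale with a standard error of 0.51 (FDR 0.342 in edgeR's test), which is within the spread between replicates.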

Deep sequencing results showed that ZKSCAN3 was involved in cell cycle regulation; therefore, we used the KEGG and STRING algorithms to identify the specific biological processes closely related to genes classified into the cell cycle categories. 

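A list of 54 genes of the G2 and M phases (among them *TOP2A*, *MKI67*, *BUB1*, *AURKA* and *CENPF*) had a median log2 fold change of 0.31 in *ZK3*-KO cells (FDR 0.00136 from camera). Of these genes, 49 were higher than in *ZK3*-WT cells, none passed an FDR of 0.05 alone in edgeR's test and 7 had an unadjusted p-value under 0.05. The median of the list relative to the *ZK3*-WT mean was 0.29, -0.23 and -0.05 in *ZK3*-WT replicates 1, 2 and 3, and 0.50, 0.58 and -0.27 in *ZK3*-KO replicates 1, 2 and 3. Omitting *ZK3*-KO replicate 3 gave a median log2 fold change of 0.52, and 21 of the genes passed an FDR of 0.05 in edgeR's test. Omitting *ZK3*-KO replicate 2 gave 0.16, with an FDR of 0.135 from camera, and the FDR ranged from 3.23e-12 to 0.592 over the alternatives.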

The genes recognized as cell cycle-related factors (Figure 1C and Supplementary Table S1) participate in functional networks during cell division, such as anaphase-promoting complex-dependent catabolic processes, Mad3/BUB1 homology region 1, centralspindlin complexes, chromosome passenger complex, cohesin loading onto chromatin, mitotic cytokinesis, and G2/M DNA replication checkpoint (Figure 1D). 

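Figure 1D names 17 genes of these networks, and all 17 passed the expression filter. Each of them had a log2 fold change above 0 in *ZK3*-KO cells, with a median of 0.60 (FDR 0.00881 from camera). In edgeR's quasi-likelihood test, none of the 17 passed an FDR of 0.05, none had an unadjusted p-value under 0.05, and none passed when adjusted over the list alone. The study chose these genes from the same libraries, so the list is not independent evidence. *MCM5* had the largest change, a log2 fold change of 1.14 (standard error 0.50, FDR 0.286). It was counted at 78.5 ± 18.6 CPM (SD, n = 3) in *ZK3*-WT cells and 173 ± 108 CPM (SD, n = 3) in *ZK3*-KO cells, where replicate 2 had 270 CPM and replicate 3 had 56.3 CPM. *ANAPC1* had the smallest change, a log2 fold change of 0.07 (standard error 0.26, FDR 0.921), and its value was -0.18 without *ZK3*-KO replicate 2. The median over the 17 genes relative to the *ZK3*-WT mean was 0.81, 0.95 and -0.45 in *ZK3*-KO replicates 1, 2 and 3. Leaving out *ZK3*-KO replicate 3 raised the median log2 fold change to 0.84, and 13 of the 17 genes then passed an FDR of 0.05. Leaving out *ZK3*-KO replicate 2 lowered it to 0.29, and leaving out *ZK3*-KO replicate 1 lowered it to 0.49, with FDR values of 0.263 and 0.0753 from camera (range over the alternatives, 3.92e-12 to 0.592).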

To confirm the results of gene expression profiling, we validated the transcriptional levels of selected genes involved in mitotic cytokinesis mechanisms and checkpoint regulation (Figure 1E). 

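The heat map of Figure 1E lists 13 entries, of which 11 passed the expression filter. Their median log2 fold change in *ZK3*-KO cells was 0.42 (FDR 0.0288 from camera; 0.54 without *ZK3*-KO replicate 3). The paper drew this heat map from the same RNA sequencing, so the list is not independent evidence. The FDR from camera was above 0.05 without *ZK3*-WT replicate 2 (median 0.28, FDR 0.110), *ZK3*-KO replicate 1 (0.37, FDR 0.0795) or *ZK3*-KO replicate 2 (0.32, FDR 0.155), and reached 0.592 with an estimated correlation. No entry passed an FDR of 0.05 over all genes in edgeR's quasi-likelihood test, 2 had an unadjusted p-value under 0.05, and 1, *PSMD10*, passed when adjusted over the list alone. The heat map shows 2 columns per genotype without naming the libraries, so the values of all 6 libraries are given. *PSMD10* on chromosome X was counted at 34.2 ± 3.13 CPM (SD, n = 3) in *ZK3*-WT cells and 50.9 ± 3.73 CPM (SD, n = 3) in *ZK3*-KO cells. Its log2 fold change was 0.57 (standard error 0.14, FDR 0.0978), and all 3 *ZK3*-KO libraries lay above all *ZK3*-WT libraries. *PSMB6* on chromosome 17 rose from 82.2 ± 24.6 to 139 ± 18.8 CPM (SD, n = 3 each), a log2 fold change of 0.76 (standard error 0.23, FDR 0.157). *CDC20* on chromosome 1 was counted at 153 ± 51.7 and 233 ± 62.9 CPM (SD, n = 3 each), with a log2 fold change of 0.60 (standard error 0.30, FDR 0.339). *ANAPC11* had a log2 fold change of 0.33 (FDR 0.344), *CDK1* of 0.30 (FDR 0.577), *BUB3* of 0.16 (FDR 0.713) and *AURKB* of 0.08 (FDR 0.850). *MAD2L1* was counted at 59.6 ± 18.2 CPM (SD, n = 3) in *ZK3*-WT cells and 79.8 ± 46.0 CPM (SD, n = 3) in *ZK3*-KO cells, with 112 CPM in *ZK3*-KO replicate 2 and 27.1 CPM in replicate 3. Its log2 fold change was 0.42 (standard error 0.49, FDR 0.699). *VPS35* did not differ between the genotypes (log2 fold change -0.01, FDR 0.989). Without *ZK3*-KO replicate 3, *PSMD10* (0.64, FDR 0.0178), *PSMB6* (0.86, FDR 0.0286), *MAD2L1* (0.84, FDR 0.0315), *CDK1* (0.54, FDR 0.0378) and *CDC20* (0.82, FDR 0.0458) passed an FDR of 0.05 in edgeR's test. Over the alternatives, their FDR values reached 0.400, 0.487, 0.947, 0.880 and 0.733, respectively. The entries *PSMD10P1*, *PSMD10P2*, *PSMD10P3* and *CDC20P1* are pseudogenes that can share reads with *PSMD10* and *CDC20*, so their values are uncertain. *PSMD10P2* and *CDC20P1* are among the entries tested as a list, so the same signal can count more than once there. *PSMD10P1* had at most 6 reads and *PSMD10P3* at most 2 reads in a library, and neither was tested. *PSMD10P2* had a log2 fold change of 0.50 with all libraries and -1.28 without *ZK3*-KO replicate 3, and *CDC20P1* had one of 0.56 (FDR 0.438).

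**Figure D2:**
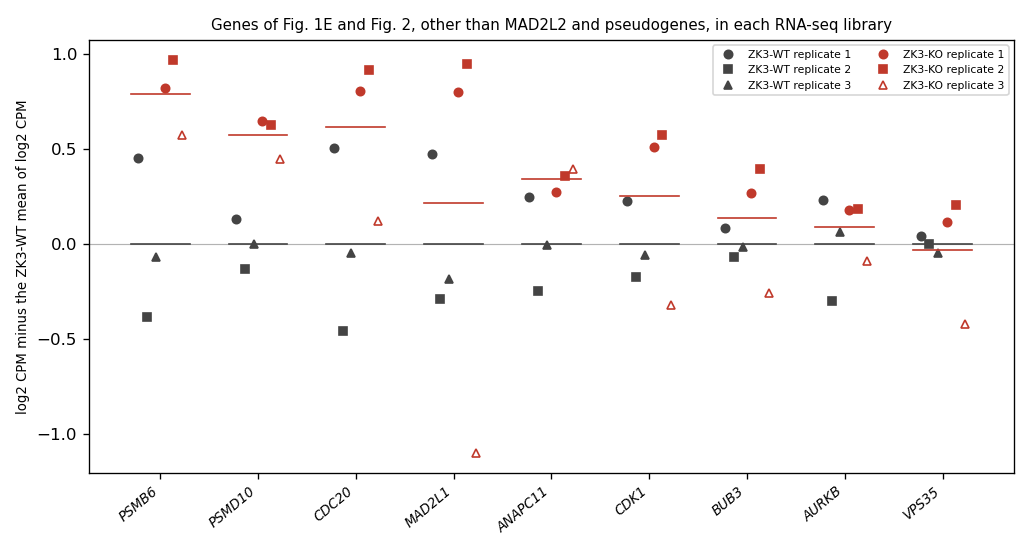
Level of 9 genes of Fig. 1E and Fig. 2 in each RNA-seq library, as log2 CPM minus the mean log2 CPM of *ZK3*-WT cells. Each symbol is 1 library and horizontal lines are the means of the 3 libraries of a genotype; the open triangle is *ZK3*-KO replicate 3, in which *MAD2L1* was counted at 27.1 CPM.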

The qRT-PCR analysis confirmed that *ZKSCAN3* deficiency upregulated these genes (Figure 2). 

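Subunits of the anaphase-promoting complex/cyclosome, whose early activation the spindle assembly checkpoint prevents, and of the proteasome were examined in the same way. The anaphase-promoting complex list (18 genes) had a median log2 fold change of 0.22 in *ZK3*-KO cells (FDR 0.0358 from camera), with 15 genes higher and none past an FDR of 0.05 in edgeR's test, while 2 genes had an unadjusted p-value under 0.05. Its FDR was 0.155 from camera without *ZK3*-KO replicate 2 (median 0.24) and 0.110 without *ZK3*-WT replicate 2 (median 0.17), and ranged from 0.0138 to 0.592 over the alternatives. The proteasome list (32 genes) had a median log2 fold change of 0.49 (FDR 4.30e-14 from camera), and all 32 genes were higher in *ZK3*-KO cells. Its FDR was 0.101 from fry and 0.592 from camera with an estimated inter-gene correlation, both above 0.05. Its median was above all *ZK3*-WT libraries in every *ZK3*-KO library, with values of 0.54, 0.69 and 0.35 relative to the *ZK3*-WT mean against 0.18, -0.16 and -0.01 in *ZK3*-WT replicates 1, 2 and 3. In edgeR's test, *PSMC1* (log2 fold change 1.33, FDR 0.0170), *PSMA6* (0.94, FDR 0.0225), *PSMC5* (0.94, FDR 0.0283) and *PSMA3* (1.16, FDR 0.0371) passed an FDR of 0.05. These genes were named after their values were seen, and they passed in 10, 10, 9 and 7 of 15 alternatives, respectively. *PSMC1*, *PSMA6* and *PSMA3* lie on chromosome 14, whose genes were higher in *ZK3*-KO cells as a whole. Adjusted over the list alone, 21 of the 32 genes passed.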

The RNA sequencing results suggest that ZKSCAN3 could play a role in tumorigenesis by inhibiting the spindle assembly checkpoint pathway and preventing improper chromosomal segregation.

### 2.2. Activation of the WNT Pathway Induces ZKSCAN3 Upregulation

Ontology analysis indicated a possible role of ZKSCAN3 in the regulation of the cell cycle and Wnt signaling pathway (Figure 1B). We focused on the role of β-catenin in the Wnt signaling pathway. We compared the deep sequencing data of *ZK3*-KO with that of *CTNNB1*-KD HCT116 cells using a published dataset (GSE95670). The genes with altered expression in both *ZK3*-KO and *CTNNB1*-KD HCT116 cells were involved in the regulation of the WNT signaling pathway, mitotic sister chromatid segregation, microtubule-based processes, and cell cycle control (Figure 3A,B). We evaluated whether the oncogenic ZKSCAN3 and WNT pathways function individually or in concert to develop CRC. HCT116 cells were treated with human recombinant WNT factors (WNT-1, WNT-3A, and WNT-5A) or the GSK-3 inhibitor (CHIR 99021); ZKSCAN3 was upregulated by WNT pathway activation (Figure 3C). In addition, ZKSCAN3 upregulation by Wnt factor proteins was observed in the normal colonic epithelial-derived cells, NCM365D (Supplementary Figure S2A,B). PNU-74654 (PNU) is a WNT pathway inhibitor, which prevents the interaction between β-catenin and TCF4 [28]. To clarify the mechanism of ZKSCAN3 upregulation by WNT pathway activation, we performed qPCR and Western blotting for ZKSCAN3 following WNT-3A treatment in the presence or absence of PNU using HCT116 cells. PNU inhibited the effect of WNT-3A on ZKSCAN3 upregulation (Figure 3D,E). Therefore, WNT-3A upregulated ZKSCAN3 via the WNT/β-catenin pathway. To clarify the role of β-catenin in the regulation of ZKSCAN3 expression, we performed reporter assays. HCT116 cells were transfected with both pGL-ZK3 and a β-catenin expression plasmid (pCTNNB1) or empty plasmid for 24 h. The cells were treated with WNT-3A with or without PNU or MSAB to promote β-catenin degradation [29]. Luciferase assays indicated that ZKSCAN3 upregulation by Wnt pathway activation was dependent on the integrity of β-catenin/TCF4 (Figure 3F). Promoter analyses indicated β-catenin/TCF4 regulation of the ZKSCAN3 promoter; therefore, we evaluated whether β-catenin or TCF-4 could bind directly to the ZKSCAN3 promoter. Candidate TCF4 binding motifs were identified in the human genome sequence of the ZKSCAN3 promoter (Supplementary Figure S2C) [30]. We designed PCR primers targeting this site in the ZKSCAN3 promoter and performed chromatin immunoprecipitation (ChIP) assays for the TCF4 protein. TCF4 binding to the ZKSCAN3 promoter was observed in the GFP-TCF4 plasmid (pGFP-TCF4)-transfected cells (Figure 3G,H). However, β-catenin did not bind to the ZKSCAN3 promoter (data not shown). Therefore, ZKSCAN3 could be a transcriptional target of the β-catenin/TCF4-dependent Wnt pathway.

### 2.3. ZKSCAN3 Deficiency Delays Mitosis Progression

ZKSCAN3 could be involved in cell cycle regulation or mitosis progression associated with the WNT/β-catenin pathway (Figure 1 and Figure 2). To clarify the relationship between ZKSCAN3 expression and cell cycle progression, we investigated whether ZKSCAN3 deficiency or downregulation affected the cell cycle profile under WNT factor stimulation. The cells were cultured with or without WNT-3A, and the cell proliferation rate was measured. The proliferation rate of *ZK3*-KO and *ZK3*-KD cells was substantially lower than that of *ZK3*-WT cells. WNT-3A treatment failed to rescue cell proliferation and invasiveness in *ZK3*-KO and *ZK3*-KD cells. This could explain why cell proliferation or invasive growth was dependent on the expression level of ZKSCAN3, and not that of WNT-3A (Figure 4A and Supplementary Figure S3). The level of ZKSCAN3 expression was important for rapid cell proliferation and invasive growth of CRC in response to WNT pathway activation. Next, we analyzed the cell cycle profiles using flow cytometry to further understand the reduction in the proliferation rate in the *ZK3*-KO cells. Consistent with the decrease in cell proliferation rates, there was a marked increase in the G2/M phase of the cell cycle in *ZK3*-KO and *ZK3*-KD cells (Figure 4B). Nuclear envelope breakdown (NEBD) occurs in the late prophase and involves disassembly of the nuclear pore complex, depolymerization of the nuclear membrane, and removal of the nuclear membrane from chromatin [31]. Chromosomal segregation occurs during anaphase and telophase. Therefore, we analyzed the prometaphase–telophase (PT) time, which is from nuclear envelope breakdown (NEB) in prophase to centrosome segregation in telophase. *ZK3*-KO, -KD, and -WT cells were stably transfected with an RFP-tagged histone 2B-expressing plasmid (pRFP-H2B), and PT time was measured using a live cell imaging system. Approximately 78% of *ZK3*-WT cells had a PT time of less than 60 min (mean time: 36 min), whereas 50% and more than 60% of *ZK3*-KD and *ZK3*-KO cells, respectively, had PT times longer than 60 min (mean time: 64 and 72 min, respectively) (Figure 4C). These findings indicated a longer duration of mitosis progression in *ZKSCAN3*-knockdown or -deleted cells. Further analysis of the mitotic index by counting the metaphase cells demonstrated that the number of cells in the mitotic phase of the cell cycle increased remarkably in *ZK3*-KO cells compared with that in *ZK3*-WT cells (Figure 4D). Therefore, *ZKSCAN3* deficiency suppressed cell cycle progression in HCT116 colon cancer cells by delaying mitosis progression from prometaphase to telophase.

### 2.4. ZKSCAN3 Acts as a Transcriptional Repressor of Spindle Checkpoint Protein MAD2L2

To further investigate the molecular mechanisms underlying delayed mitosis progression in *ZK3*-KO cells, we used the EpiTect^®^ ChIP qPCR array Human Cell Cycle to identify transcription factors involved in cell cycle regulation. HCT116 cells were transduced using adenovirus expressing ZKSCAN3 tagged with HA (Ad-ZK3/HA). The DNA-protein complexes precipitated using an anti-HA antibody were subjected to qPCR assay. We identified gene promoters that interacted with ZKSCAN3 (Figure 5A). Among them, MAD2L2 is a member of the mitotic spindle assembly checkpoint and prevents improper chromosome segregation. It was strongly upregulated in *ZK3*-KO cells. 

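*MAD2L2* (NCBI Gene 10459) lies on chromosome 1 of GRCh37 from 11718975 to 11751868, on the reverse strand. In the RNA-seq libraries it was counted at 45.0, 41.0 and 51.2 CPM in *ZK3*-WT replicates 1, 2 and 3, and at 44.2, 39.3 and 48.0 CPM in *ZK3*-KO replicates 1, 2 and 3. The mean was 45.7 ± 5.10 CPM (SD, n = 3) in *ZK3*-WT cells and 43.8 ± 4.34 CPM (SD, n = 3) in *ZK3*-KO cells. The log2 fold change of *MAD2L2* mRNA was -0.06 (standard error 0.15, FDR 0.869 from edgeR's quasi-likelihood test), which is within the spread between replicates. Leaving out each library in turn moved it between -0.13 and 0.03, and it changed sign without *ZK3*-WT replicate 3 (0.03) or *ZK3*-KO replicate 2 (0.01). At this depth each library held between 2728 and 3577 reads of *MAD2L2*. Of the 9 genes shown in Figure 5A, 1, *BAX*, passed an FDR of 0.05 in *ZK3*-KO cells, with a log2 fold change of 0.84 (standard error 0.16, FDR 0.0469 in edgeR's test). Its FDR was above 0.05 in 12 of 15 alternatives and reached 0.230 without *ZK3*-WT replicate 2. The others ranged from -0.30 for *CCNT1* (FDR 0.412) to 0.56 for *MCM3* (FDR 0.474). After *ZK3*-KO replicate 3 was left out, *MCM3* (0.91, FDR 0.0129) and *BRCA2* (0.72, FDR 0.0307) also passed in edgeR's test, and their FDR values reached 0.862 and 0.973 over the alternatives.

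**Figure D3:**
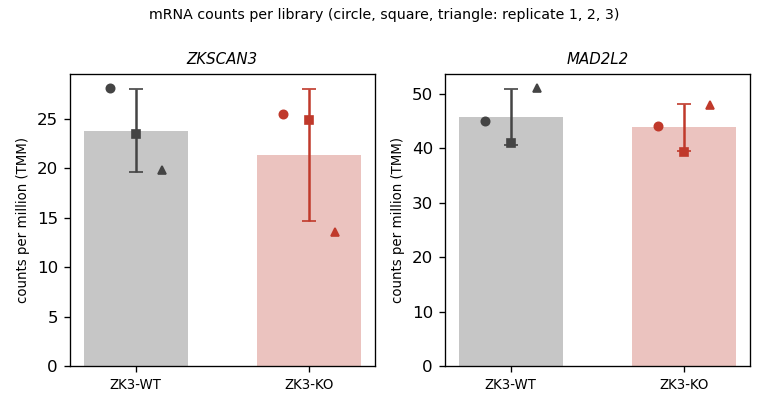
TMM-normalized CPM of *ZKSCAN3* and *MAD2L2* in *ZK3*-WT and *ZK3*-KO cells. Bars are means, error bars are the SD of 3 libraries and symbols are single libraries; the 3 *ZK3*-KO values of *MAD2L2* lie between 39.3 and 48.0 CPM, and the *ZK3*-WT values between 41.0 and 51.2 CPM.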

ChIP analysis of individual gene promoters with the ZKSCAN3 protein confirmed the interaction between the ZKSCAN3 and *MAD2L2* promoters (Figure 5B). In addition, to investigate the effect of ZKSCAN3 on MAD2L2 expression, HCT116 cells were transfected with a GFP-tagged ZKSCAN3 expression plasmid (pZK3-GFP), and the mRNA and protein levels of MAD2L2 were examined. We noted a significant downregulation of both the mRNA and protein levels of MAD2L2 in ZKSCAN3-overexpressing cells. In addition, we observed the upregulation of MAD2L2 in *ZK3*-KD and *ZK3*-KO cells compared to that in *ZK3*-WT control cells (Figure 5C,D). These findings were further supported by a luciferase assay; the promoter activity of *MAD2L2* was enhanced in *ZK3*-KO cells, but suppressed in ZKSCAN3-overexpressing cells (Figure 5E). Therefore, ZKSCAN3 could act as a transcriptional repressor of MAD2L2.

### 2.5. Upregulation of ZKSCAN3 Induces Chromosomal Instability by Suppressing MAD2L2

Aberrant activation of the Wnt/β-catenin signaling pathway induces CIN [12,14], a critical step in colon carcinogenesis. ZKSCAN3 is a transcriptional repressor of certain spindle checkpoint proteins, which ensure proper chromosomal segregation. Therefore, we hypothesized that ZKSCAN3 upregulation could lead to CIN through WNT/β-catenin activation. ZKSCAN3-overexpressing HCT116 cell lines (#6/ZK3 and #16/ZK3) were established by stably transfecting pcDNAV5-ZK3 (Supplementary Figure S4). After clonal establishment, cytokinesis-block micronucleus (CBMN) analysis was performed to detect nuclear abnormalities at passage numbers 40−50. The frequency of nuclear abnormalities, including micronucleus (MN), nuclear buds (NBUDs), and nucleocytoplasmic bridges (NCB), in ZKSCAN3-overexpressing cells was remarkably increased compared to that in the mock-transfected control cells (#4 N/mock) (Figure 6A). We further quantified chromosome copy numbers using FISH probes for chromosome-specific centromeric enumeration in interphase nuclei. The proportion of #4N cells with signals deviating from the modal values ranged from 2.7% (chromosome 7) to 3.6% (chromosome 17); however, the proportion of HCT116 cells with ZKSCAN3 overexpression ranged from 5.9% to 6.7% (#6/ZK3), and from 5.6% to 6.3% (#16/ZK3) (Figure 6B,C).

To investigate whether the CIN observed in ZKSCAN3-overexpressing cells was due to downregulation of MAD2L2, double ZKSCAN3- and MAD2L2-expressing cells (#17/ZK3/MAD and #19/ZK3/MAD) were constructed through stable co-transfection of pcDNAV5-ZK3 and pDEST-MAD2L2-GFP into HCT116 cells, and selection with double antibiotics (Supplementary Figure S5). The cells with ectopic MAD2L2 expression exhibited a lower percentage of nuclear aberrations in CBMN analysis and chromosomal gain and loss in FISH compared to that in #6/ZK3 and #16/ZK3 cells (Figure 6A–C). In addition, downregulation of MAD2L2 by stable transfection with shRNA targeting MAD2L2 restored delayed mitotic progression and retarded cell proliferation (Supplementary Figure S5). Therefore, aberrantly high ZKSCAN3 expression induced CIN by inhibiting MAD2L2 expression.

### 2.6. The WNT/β-Catenin/ZKSCAN3 Axis Acts during the Early Stages of Colon Cancer Development

Aberrant β-catenin expression caused by Wnt pathway activation and/or *APC* mutations plays a critical role in early carcinogenic processes [32,33,34]. ZKSCAN3 could participate in the carcinogenic process in the early stages of the adenoma–carcinoma sequence and could induce CIN; thus, functioning as a tumor progression factor. Therefore, we determined whether β-catenin-dependent ZKSCAN3 upregulation is observed in the early precursor lesions of colon cancer as well as in advanced cancers. We compared ZKSCAN3 expression by performing ZKSCAN3 immunohistochemical staining for normal colon epithelium, non-neoplastic hyperplastic polyps, adenomas, and advanced cancers. The IHC score of adenomas was substantially higher than those of normal colon mucosa or non-neoplastic hyperplastic polyps, but lower than that of advanced cancer (Figure 7A). In addition, ZKSCAN3 expression was more prominent in the dysplastic epithelia of the adenomas (Figure 7B). Therefore, ZKSCAN3 upregulation occurred in the early stages of colon cancer development. Increased gene copy numbers of ZKSCAN3 play a crucial role in ZKSCAN3 upregulation in cancers [21,23,26]. Therefore, we performed gene copy number variation analysis using qPCR to investigate whether gene copy variations occurred in the adenomas. Significant changes in the ZKSCAN3 gene copy numbers were observed only in advanced cancers and not in adenomas (Figure 7C). Therefore, the aberrant high expression of ZKSCAN3 in adenomas is not caused by genetic changes, unlike that in advanced cancers. We performed IHC using anti-ZKSCAN3 and anti-β-catenin antibodies in the contiguous sections of formalin-fixed paraffin-embedded (FFPE) tissues and examined the correlation between ZKSCAN3 and β-catenin expression in adenomas. ZKSCAN3 expression was correlated with that of β-catenin in colon adenomas (Figure 7D). Therefore, β-catenin-dependent ZKSCAN3 upregulation was observed in the early stages of carcinogenesis.

## 3. Discussion

The high expression of β-catenin caused by mutations in components of the WNT signaling pathway, such as the APC tumor suppressor, is one of the most frequent and early genetic changes that occur in colon cancer [35,36]. Cytoplasmic β-catenin translocates to the nucleus, where β-catenin/TCF complexes drive the expression of target genes, such as *c-Myc* and *cyclin D1* [37,38]. This promotes sustained cell growth and proliferation. Therefore, identification of the early transcriptional targets of the β-catenin/TCF complex is of paramount importance for understanding the molecular steps involved in colon carcinogenesis. We identified ZKSCAN3 as a downstream target of the WNT/β-catenin/TCF signaling pathway in colon cancer.

GO and KEGG pathway analyses indicated that DEGs in ZKSCAN3 KO cells were associated with cell cycle regulation, including the spindle assembly checkpoint, G1/S and G2/M transition, anaphase-promoting complex, and WNT signaling pathway. ZKSCAN3 could be a candidate for the Wnt signaling pathways involved in mitosis. qPCR and promoter assays using PNU and MSAB confirmed that ZKSCAN3 was transcriptionally regulated through the WNT/β-catenin/TCF signaling pathways in colon cancer cells. ZKSCAN3 is continuously upregulated in most human cancers; however, little is known about the mechanism underlying this upregulation [19,24,26,39]. The copy number of *ZKSCAN3* is increased in a subset of malignancies, including colon cancer, cervical cancer, bladder cancer, and prostatic cancer [21,24,25,26]. The ZKSCAN3 upregulation in various cancers could be attributed to this gene amplification. ZKSCAN3 overexpression in advanced cancers can be explained by an increase in gene copy variation; however, this model does not apply to early cancer precursor lesions or some advanced cancers without increased copy number. The regulation of ZKSCAN3 expression through the Wnt/β-catenin signaling pathway could partially explain the reason for ZKSCAN3 upregulation in adenomas without increased gene copies and in adenocarcinomas.

Dysplastic adenomas without cancerous transformation also have WNT/β-catenin-dependent ZKSCAN3 overexpression. Therefore, ZKSCAN3 could play a role, such as in disturbing chromosomal stability, in carcinogenic processes at the early stage of the adenoma-carcinoma sequence, considering that dysregulated WNT/β-catenin is the main and early driver of colon cancers [40]. Notable ZKSCAN3 overexpression is observed in the late stages of cancer or advanced cases with lymph node metastasis, indicating that ZKSCAN3 acts as a progression factor for malignant tumors [22]. ZKSCAN3 enhances the expression of a variety of target genes involved in cancer cell proliferation (cyclin D2), growth (IGF-2, integrin β4), metastasis (MMP26), and angiogenesis (VEGF) [23,27]. In contrast, aberrantly high expression of ZKSCAN3 was observed in dysplastic adenomas without ZKSCAN3 gene amplification, suggesting that ZKSCAN3 could play a role in both early carcinogenic processes and cancer progression. The additional data in this study clearly showed that ZKSCAN3 contributed to early tumorigenic events by inducing CIN.

In this study, we used GO, KEGG, and qPCR analyses to show that ZKSCAN3 induces CIN by inhibiting a set of spindle assembly checkpoint proteins involved in normal chromosomal segregation. CIN is one of the obvious and characteristic phenotypes that is closely related to cancer development and progression [41]. In terms of pathogenic mechanisms, CIN is closely linked to dysregulation or loss of components of the Wnt pathway [13]. APC is directly associated with mitotic spindle microtubules and is required for the spindle checkpoint to detect transiently misaligned chromosomes [42]. Therefore, the loss of functional *APC* by mutation leads to CIN [43]. In addition, the aberrant expression of β-catenin leads to CIN. The activation of the WNT pathway or β-catenin/TCF-mediated transcription increases CIN by dysregulation of G2/M progression or upregulation of conductin, respectively [12,14].

Here, we present a novel ZKSCAN3/MAD2L2 axis as a transcriptional target of the oncogenic Wnt/β-catenin pathways. ZKSCAN3, upregulated by β-catenin, was bound to the MAD2L2 promoter to inhibit MAD2L2 expression. This facilitated mitotic progression without the prolonged PT time. In contrast, ZKSCAN3 deficiency increased MAD2L2 expression, resulting in a delayed PT time. MAD2L2 rescue experiments support the hypothesis that the mitotic delay caused by ZKSCAN3 deficiency is mediated by MAD2L2 upregulation. Furthermore, FISH experiments showed that ZKSCAN3 overexpressing cells eventually exhibited chromosome loss or gain, as well as nuclear abnormalities such as micronuclei and nuclear blebs (Figure 6). This indicates that ZKSCAN3 induced both numerical and structural CIN. These findings suggest mechanisms underlying the induction of CIN by the aberrant activation of Wnt/β-catenin; it also explains how ZKSCAN3 participates in early carcinogenesis by hindering processes that ensure genetic stability, such as DNA repair [44].

MAD2L2 is a subunit of the shieldin complex, which regulates DNA repair at the damaged site and plays a critical role in the spindle assembly checkpoint (SAC) [45]. This prevents premature APC/C (CDC20) activation prior to anaphase onset, enabling faithful chromosome segregation [46]. MAD2L2 inhibits the growth of colorectal cancer by degrading nuclear receptor coactivator 3; it is a poor prognostic factor for colon cancer [47,48]. Defects in SAC can induce CIN, which confers genetic heterogeneity to initiate or accelerate the tumorigenic process [6,49]. However, somatic loss-of-function mutations in SAC, including that in MAD2L2, are rare and found in only a small fraction of cancers [48,50]. These findings imply that alternative mechanisms, such as suppression of expression rather than gene deletion, could be the major drivers of CIN in colon cancer. A recent study of NPC in relation to MAD2L2 expression supports our conclusions [51]. Coactivator-associated arginine methyltransferase 1 (CARM1) promotes MAD2 silencing by methylating the BAF155 subunit of the SW1/SNF complex on the MAD2L2 promoter; however, the regulatory mechanisms of MAD2L2 are yet to be elucidated [52]. Using qPCR array and ChIP analysis, we showed that ZKSCAN3 inhibited the MAD2L2 promoter activity, thereby inhibiting its expression; we identified ZKSCAN3 as a key transcriptional regulator of MAD2L2.

In conclusion, β-catenin-dependent ZKSCAN3 enhanced mitotic aberrations that contribute to CIN, mediated by a collective decrease in spindle assembly checkpoint proteins, including that of MAD2L2. Early upregulation of ZKSCAN3 in adenomas is not sufficient to drive the conversion of dysplastic adenoma to adenocarcinoma; however, this study indicates that ZKSCAN3 induces CIN and could play a crucial role in early stage carcinogenesis. Therefore, ZKSCAN3 may be used as an early tumor marker for colorectal cancer.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents

HCT116 colon cancer cells and a NCM365D normal colonic epithelial-derived cell line were purchased from the Korean Cell Line Bank (Seoul, Korea) and INCELL Corporation (San Antonio, TX, USA), respectively, and cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS). The anti-ZKSCAN3 (ab223477), anti-MAD2L2 (ab180579), anti-GFP (ab290), anti-HA (ab9110), anti-α-tubulin (ab7291) and anti-V5 (ab27671) antibodies were purchased from Abcam (Cambridge, UK), and anti-β-catenin (sc7963), anti-GAPDH (sc47724) antibodies, and IgG (sc51993) were purchased from Santa Cruz Biotechnology, Inc. (Dallas, TX, USA). shRNAs for MAD2L2 and WNT proteins (WNT-1;120-17, WNT-3A; 315-20, and WNT-5A;645-WN-010) were obtained from PeproTech (Rocky Hill, NJ, USA) and R&D systems (Minneapolis, MN, USA). MSAB (SML1726) was purchased from Merck^®^ (Darmstadt, Germany). PNU-74654 (P0052), Cytochalasin B (C6762), CHIR 99,021 (SML1046), and all other reagents were purchased from Sigma-Aldrich, Inc. (St. Louis, MO, USA) unless otherwise specified. Cell proliferation was determined using an IncuCyte^®^ Live-Cell Imaging System (Essen Bioscience, Ann Arbor, MI, USA), and confluence was measured using IncuCyte 2016 B software.

### 4.2. Constructions of ZKSCAN3 Knockout Cell Lines

To develop ZKSCAN3 bi-allelic and mono-allelic mutant HCT116 cell lines (*ZK3*-KO and *ZK3*-KD cells, respectively), plasmids containing sgRNA sequences targeting *ZKSCAN3* exon1 and *Cas9* (pZKSCAN3-CRISPR/Cas9) were generated using pX458. sgRNA sequences are shown in Supplementary Figure S1A. pZKSCAN3-CRISPR/Cas9 were transfected into HCT116 cells, and the cells were cultured with puromycin (0.5 μg/mL) for 3 weeks to select stably transfected clones. 

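*ZKSCAN3* lies on chromosome 6 of GRCh37, the build named in the methods, on the forward strand, and the annotation lists 3 protein-coding transcripts. Their transcription starts are at 28317724 and 28317727, and the first exon is noncoding in all of them. In 2 of them the start codon is at 28327364 to 28327366, in exon 2 and exon 3, respectively. In the other it is at 28329143 to 28329145, in exon 2. The reference sequence around the first start codon, with 30 bp on each side, is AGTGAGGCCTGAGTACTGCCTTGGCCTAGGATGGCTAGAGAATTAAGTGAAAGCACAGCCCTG. The sgRNA sequences of Supplementary Figure S1A were not analysed here, so the exon named as exon 1 in the paper was not matched to an exon of this annotation.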

After single-cell selection using puromycin, the genomic DNA (gDNA) sequences from each clone were analyzed. *ZK3*-KO and *ZK3*-KD cells were confirmed based on sequencing results (Supplementary Figure S1A).

### 4.3. RNA Sequencing and Informatics Analysis

Total RNA was isolated from biologically triplicated parent HCT116 cells (*ZK3*-WT) and *ZK3*-KO cells. Libraries were prepared for 150 bp paired-end fragments using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA, #20020594). Total RNA (1 µg) was used for constructing single-stranded paired-end RNAs; sequencing was performed using NovaSeq 6000 system (Illumina). FASTQ files generated in this study or previously deposited as GSE95670 were uploaded to the Partek Flow server (Partek Inc.), and raw reads were quantified to hg19 (Ensembl Transcripts release 75) using Bowtie 2 aligner. Normalized read counts using transcripts per million (TPM) methods were statistically modeled using the ANOVA approach. The list of differentially expressed genes was analyzed using the gene ontology algorithm of DAVID (https://david.ncifcrf.gov, (accessed on 5 February 2021)) and the network analysis algorithm of STRING (https://string-db.org/cgi/input?sessionId=b9CWt347jcHu&input_page_show_search=off, (accessed on 5 February 2021)). RNA sequencing data generated in this study were deposited in the Gene Expression Omnibus (GEO) database, GSE172201.

### 4.4. Plasmids, Viruses, and Transfection

Plasmids for GFP-tagged ZKSCAN3 (pZK3-GFP) and adenovirus expressing HA-tagged ZKSCAN3 (Ad-ZK3/HA) were purchased from GeneCopoeia, Inc. (Rockville, MD, USA). Plasmids expressing GFP-tagged β-catenin (pCTNNB1), GFP-tagged TCF4 (pGFP-TCF4), pCI-H2B-RFP (pRFP-H2B), and GFP-tagged MAD2L2 (pDEST-MAD2L2-GFP) were obtained from Addgene (Cambridge, MA, USA). V5 tagged ZKSCAN3 in pcDNA (pcDNAV5-ZK3) was constructed as described previously [53]. Transfection was performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA, #11668019) according to the manufacturer’s protocol.

### 4.5. RNA Isolation and Real-Time qPCR Analysis

Total RNA was isolated using the QIAzol reagent (Qiagen, Hilden, Germany, #79306), according to the manufacturer’s recommendation. Total RNA (2 µg) was reverse transcribed to cDNA using a reverse transcription kit (Thermo Fisher Scientific, Waltham, MA, USA, #4368814). qPCR was performed to determine the expression of genes, using SYBR Green PCR Master mix (Sigma-Aldrich, St. Louis, MO, USA, #S5193) and the StepOnePlus™ Real-Time PCR detection system (Step One Plus 2.02 software) with universal thermal cycling parameters according to the manufacturer’s protocol. Primer sequences used for qPCR are listed in Supplementary Table S1. GAPDH was used as an internal control to determine the reaction efficiency. The 2^−ΔΔCt^ method was used to determine the relative expression of the target genes [54].

### 4.6. Luciferase Assay

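The fragments that the luciferase primers amplify were located by matching the primer sequences to GRCh37. The ZKSCAN3 fragment spans 1492 bp of chromosome 6 from 28315827 to 28317318, upstream of the gene on the forward strand. It contains none of the 3 annotated transcription starts of *ZKSCAN3*, the nearest of which lies 406 bp downstream of its end. The MAD2L2 fragment spans 822 bp of chromosome 1 from 11741010 to 11741831 on the reverse strand. It contains 6 of the 12 annotated transcription starts of *MAD2L2*, between 11741168 and 11741205, and it ends upstream of the start codon at 11740656 to 11740658. Another 5 transcription starts lie between 11751534 and 11751868, and 1 lies at 11735779.

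**Figure D4:**
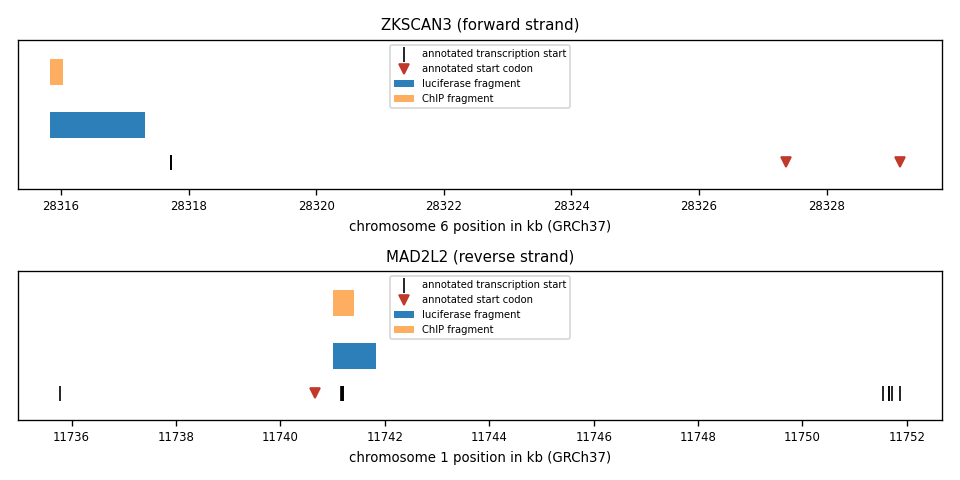
Position of the fragments amplified for the luciferase plasmids and for the ChIP qPCR at *ZKSCAN3* (upper panel) and *MAD2L2* (lower panel) on GRCh37, in kb. Vertical ticks are annotated transcription starts and triangles are annotated start codons; the ZKSCAN3 luciferase fragment ends 406 bp before the nearest transcription start, and the MAD2L2 fragment holds 6 starts.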

The ZKSCAN3 or MAD2L2 promoter sequences were amplified from human kidney genomic DNA using PCR as described previously [55]: the primers used are ZKSCAN3 promoter: 5′-TTCTGTATGATTGTTGGC-3′ (forward) and 5′-CCTAATTAGAATATGAATT-3′ (reverse); MAD2L2 promoter: 5′-AGCCCAGTGCCCAGCACTCG-3′ (forward) and 5′-GAAGCGGGGTTGGAATAAGAC-3′ (reverse). Promoter fragments were cloned in-frame into the pGL2 vector to generate pGL-ZK3 or pGL-MAD2L2. Plasmids were transfected into HCT116 cells for 24 h, followed by treatment of the cells with the indicated reagents; the cell lysates were obtained according to the manufacturer’s recommendations (Promega, Madison, WI, USA). Luciferase activity was measured in samples containing equivalent amounts of protein using a luminometer (PE; Applied Biosystems, Waltham, MA, USA) and luciferase assay reagents.

### 4.7. Live Cell Imaging

Cells were stably transfected with pRFP-H2B and cultured in a live-cell instrument (LCI, Gyeonggi-do, Republic of Korea). Fluorescent images were recorded using an inverted confocal microscope (ZEISS, Oberkochen, Germany), and transmitted light images were recorded using DIC optics.

### 4.8. Chromatin Immunoprecipitation (ChIP) Assay and EpiTect^®^ ChIP qPCR Array–Human Cell Cycle

The ChIP assay for TCF4 or ZKSCAN3 was performed using the ChIP Assay Kit (17–295, Sigma-Aldrich), as recommended by the manufacturer. Briefly, Ad-ZK3/HA or pGFP-TCF4 was transduced into HCT116 for 24 h and the cells were cross-linked by incubating with formaldehyde (final concentration 1%) for 10 min at 37 °C; the reaction was stopped by incubating with glycine (final concentration 125 mM) for 5 min. After washing, the collected cells were lysed in SDS lysis buffer (1% SDS, 50 mM Tris-HCl pH 8.1, and 10 mM EDTA) and the DNA was sheared into 200–1000 bp fragments using sonication. After centrifugation, supernatants containing the DNA–protein complexes were subjected to immunoprecipitation with anti-HA, anti-GFP, or anti-IgG antibodies overnight at 4 °C and with protein A for 1 h at 4 °C. The precipitates were washed five times and the DNA–protein complexes were eluted; crosslinks were reversed by adding 5 M NaCl (final concentration 200 mM) and heating at 65 °C for 4 h. DNA was recovered through phenol/chloroform extraction and ethanol precipitation. 

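The fragments amplified by the ChIP qPCR primers were located in the same way on GRCh37. The ZKSCAN3 fragment spans 200 bp of chromosome 6 from 28315832 to 28316031, and the nearest annotated transcription start of *ZKSCAN3* lies 1693 bp downstream of it. Its reference sequence is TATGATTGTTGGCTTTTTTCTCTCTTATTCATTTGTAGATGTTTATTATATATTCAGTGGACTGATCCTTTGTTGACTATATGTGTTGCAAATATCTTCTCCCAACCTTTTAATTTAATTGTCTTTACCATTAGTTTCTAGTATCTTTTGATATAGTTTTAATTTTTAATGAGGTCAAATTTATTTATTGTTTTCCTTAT. The MAD2L2 fragment spans 406 bp of chromosome 1 from 11741011 to 11741416 on the reverse strand and contains 6 annotated transcription starts of *MAD2L2*. Its reference sequence, in the direction of transcription, is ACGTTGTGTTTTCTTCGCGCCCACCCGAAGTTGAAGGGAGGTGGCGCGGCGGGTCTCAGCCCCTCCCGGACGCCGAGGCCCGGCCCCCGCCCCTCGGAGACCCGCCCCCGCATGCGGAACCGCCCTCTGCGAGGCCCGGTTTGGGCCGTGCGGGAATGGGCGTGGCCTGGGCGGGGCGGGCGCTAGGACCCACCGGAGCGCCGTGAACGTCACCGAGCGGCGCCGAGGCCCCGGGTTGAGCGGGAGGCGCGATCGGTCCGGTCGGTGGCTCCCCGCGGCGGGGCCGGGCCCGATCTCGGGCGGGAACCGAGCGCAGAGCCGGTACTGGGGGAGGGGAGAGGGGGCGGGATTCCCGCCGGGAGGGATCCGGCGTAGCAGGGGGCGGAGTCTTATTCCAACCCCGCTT.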

The eluted DNA fragments were analyzed through qPCR using the following primers: ZKSCAN3 promoter: 5′-TATGATTGTTGGCTTTTTTC-3′ (forward) and 5′-ATAAGGAAAACAATAAATAAA-3′ (reverse); MAD2L2 promoter: 5′-ACGTTGTGTTTTCTTCGCGC-3′ (forward) and 5′-AAGCGGGGTTGGAATAAGA-3′ (reverse); GAPDH promoter: 5′-GGACTCATGACCACAGTCCAT-3′ (forward) and 5′-GTTCAGCTCAGGGATGACCTT-3′ (reverse). The eluent containing DNA fragments pulled down with anti-HA (ZKSCAN3) was subjected to EpiTect^®^ ChIP qPCR array-Human Cell Cycle (QIAGEN, #334211) assay. Real-time qPCR was performed using ChIP PCR array plates, which included the promoters of 84 genes that are key to cell cycle regulation.

### 4.9. Cell Cycle Analysis, CBMN Assays, and Mitotic Index

The trypsinized cells were fixed with 70% cold ethanol for 30 min at 4 °C and washed twice with cold PBS. The cells were stained with propidium iodide solution (50 μg/mL) in PBS containing RNAse A (final concentration 0.5 μg/mL) at room temperature for 1 h. The samples were analyzed using a Cytomics FC500 flow cytometer (Beckman Coulter, Brea, CA, USA), and the results were analyzed using the CXP software (Beckman Coulter). CBMN assays with cytokinesis-block induced by cytochalasin B (CytB) were carried out, as described previously [56]. Briefly, HCT116 cells were cultured on coverslips for 24 h. The cells were treated with CytB (5 μg/mL) for 24 h, fixed with 4% paraformaldehyde for 15 min, and then stained with DAPI. The mitotic index was analyzed by counting mitotic cells with α-tubulin immune-staining.

### 4.10. Western Blotting and Immunofluorescence

Cell lysates were prepared from harvested cells using a commercially available kit (AKR-190, Cell Biolabs, San Diego, CA, USA), according to the manufacturer’s recommendation. Western blotting was performed as previously described [53]. Target genes or GAPDH expression using Western blotting was quantified using ImageJ software. The target gene/GAPDH ratio was compared to that of the control. For immunostaining, pretreated cells were fixed with 4% paraformaldehyde and incubated sequentially with primary antibodies at 4 °C overnight and secondary antibodies at 4 °C for 2 h. The cells were viewed under a Nomarski DIC-equipped inverted confocal microscope after nuclear staining with DAPI (Invitrogen, D1306).

### 4.11. Tissue Samples, Immunohistochemistry (IHC), and Evaluation

In total, 32 cases of hyperplastic polyps, 35 cases of adenomas, and 39 cases of adenocarcinomas arising from adenomas in FFPE tissue blocks were obtained from endoscopic biopsy or surgical specimens from the Department of Pathology, Kyung Hee University Hospital (Seoul, Korea) with the approval from Institutional Review Board (IRB #: 2019-12-060-001). Immunohistochemical staining for ZKSCAN3 was performed as described previously [26]. Staining was evaluated, as described previously [57]. Briefly, the staining intensity was graded as follows: 0, negative; 1, weak expression; 2, moderate expression; 3, strong expression and 4, a very strong expression. Immunohistochemical (IHC) scores were obtained by multiplying the percentage of positive cells by the staining intensity.

### 4.12. Quantitative PCR for Copy Number Aberration Detection

gDNA was extracted from FFPE tissues, and the gene copy number was detected, as described previously [58]. For each PCR assay, 5 ng of gDNA was used in the reaction mixture containing 2X TaqMan^TM^ genotyping master mix (Thermo Fisher Scientific), 20X TaqMan^TM^ Copy Number Assay, and nuclease-free water using StepOne^TM^ Real-Time PCR System (Applied Biosystems) as suggested by the manufacturer’s protocol (Thermo Fisher Scientific). PCR assays were performed in triplicate. A diploid gDNA was used as the control.

### 4.13. Fluorescence In Situ Hybridization

The fluorescence in situ hybridization (FISH) was performed as previously described [59]. For chromosomes 7, 12, and 17, we used the directly labeled green- or red-dUTP FISH probes (Empire Genomics, Buffalo, NY, USA), according to the manufacturer’s protocol. DAPI was used as the counterstain. The slides were examined using a confocal microscope with a 60X objective. Scoring and evaluation of FISH slides were performed manually by counting the target gene signals in at least 200 tumor cell nuclei per case.

## 5. Statistics

All experiments were performed at least thrice. Data are expressed as mean ± standard deviation of the mean (SD). Statistical analysis between comparable groups was performed using SPSS software, 13.0 (SPSS, Chicago, IL, USA). Normality distribution tests were performed using Shapiro–Wilk test. For parametric analysis, one-way ANOVA tests followed by Duncan’s post hoc tests were performed (Figure 6A and Figure 7A). For non-parametric analyses, Kruskal–Wallis tests followed by Dunn’s post hoc test were performed. For all statistical comparisons, statistical significance was set at *p* < 0.05. All statistical analyzes were performed by a statistician (B.G. Choe).

## Figures and Tables

**Figure 1:**
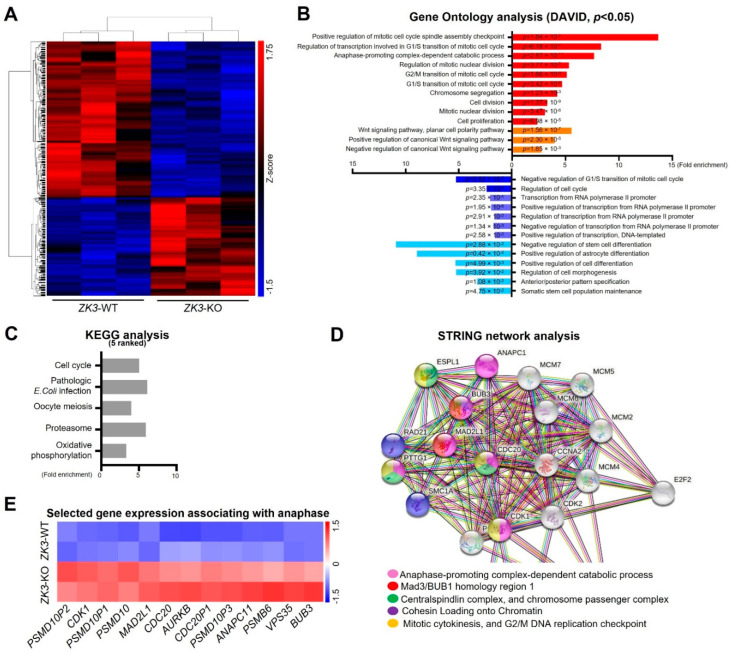
Transcriptome analysis of ZK3-KO cells versus reference cells. (**A**) Hierarchical clustering heat-map for DEGs of the ZK3-KO HCT116 and parental HCT116 cells. (**B**) GO analysis for biological processes. Red bars represent categories generated from upregulated genes, and blue bars are those from the downregulated genes. *p*-values are indicated. (**C**) Top 5 KEGG pathways in pathway enrichment analysis of the DEGs. (**D**) STRING network analysis of cell cycle-associated genes classified by GO analysis. (**E**) Heat-map plot comparing the transcription levels of genes involved in the regulation of anaphase, based on the RNA sequencing results. GO, gene ontology; DEGs, differentially expressed genes; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 2:**
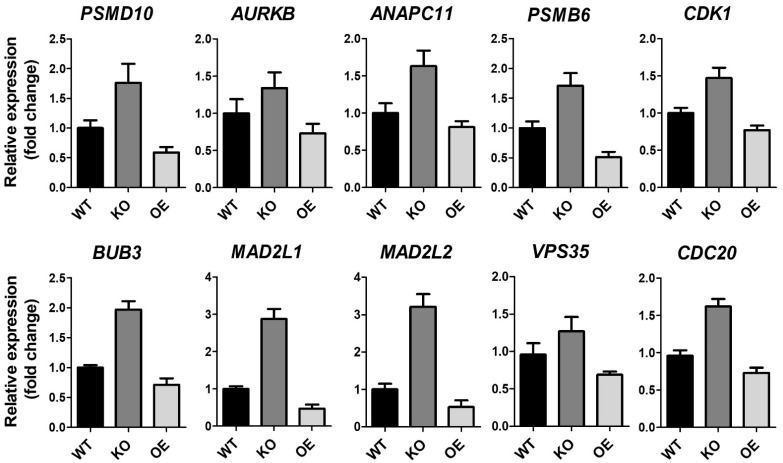
RNA expression of ZK3-KO and reference cells. Validation of anaphase-associating genes from HCT116 (WT), ZK3-KO (KO), and ZKSCAN3-overexpressing (OE) HCT116 cells transduced by Ad-ZK3/HA, using qRT-PCR. Data from three independent experiments are shown as the means ± SD. Statistical significance was determined using the Kruskal–Wallis test (*p* < 0.01).

**Figure 3:**
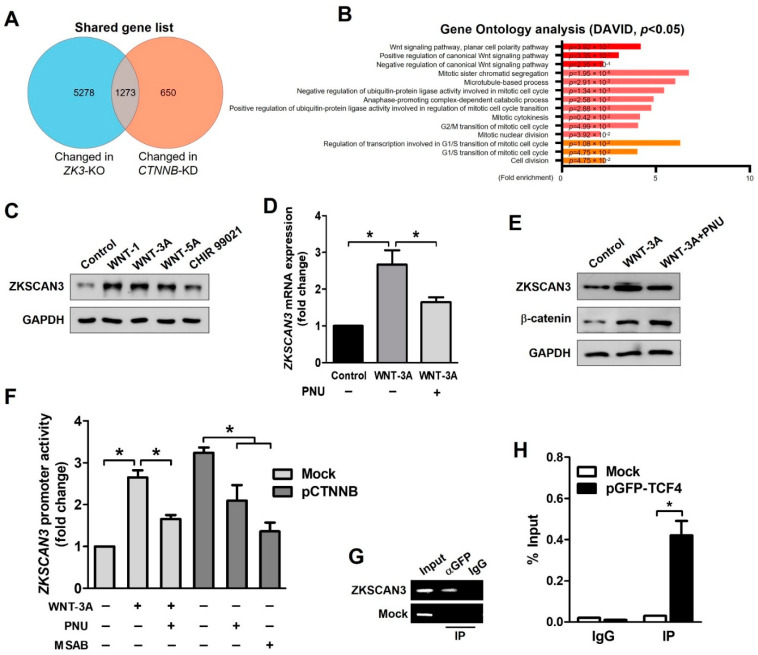
WNT signals upregulate ZKSCAN3 transcription through a β-catenin-dependent pathway. (**A**) Venn diagram comparing the DEGs of ZK3-KO cells with previously reported results using the CTNNB1-KD HCT116 cell line. (**B**) GO analysis using selected genes, which were altered in both the RNA sequencing results. *p*-values are indicated. (**C**) HCT116 cells were treated with WNT-1 (50 ng/mL), WNT-3A (100 ng/mL), WNT-5A (50 ng/mL), or CHIR 99,021 (3 μM) for 24 h, and cell lysates were subjected to Western blotting using the indicated antibodies. (D, E) HCT116 cells were treated with WNT-3A (100 ng/mL) for 24 h in the presence or absence of 40 μM PNU and cells were harvested. Extracted mRNA and cell lysates were subjected to qPCR against ZKSCAN3 (**D**) or Western blotting using the indicated antibodies (**E**), respectively. The qPCR data obtained in triplicate are indicated as fold changes of the ZKSCAN3 mRNA levels relative to that in the untreated control cells. Statistical significance was determined using the Kruskal–Wallis test (* *p* < 0.05). (**F**) Cells were transfected with both pGL-ZK3 and pCTNNB1 or empty vector for 24 h, followed by WNT-3A (100 ng/mL) treatment with or without PNU (40 μM) or MSAB (10 μM) for 24 h. The luciferase activity was determined, as described above. Data are expressed as fold change over that in the control cells; they were obtained from three independent experiments and are shown as means ± SD. Statistical significance was determined using the Kruskal–Wallis test (* *p* < 0.05). (**G**) ChIP of transfected cells. Cells were transfected with the pGFP-TCF4 vector. ChIP was performed using an anti-GFP antibody or IgG, followed by PCR amplification of the ZKSCAN3 promoter. (**H**) ChIP-qPCR assay in transfected cells. Data are represented as means ± SD of triplicate measurements. Statistical significance was determined using the Wilcoxon test (* *p* < 0.05).

**Figure 4:**
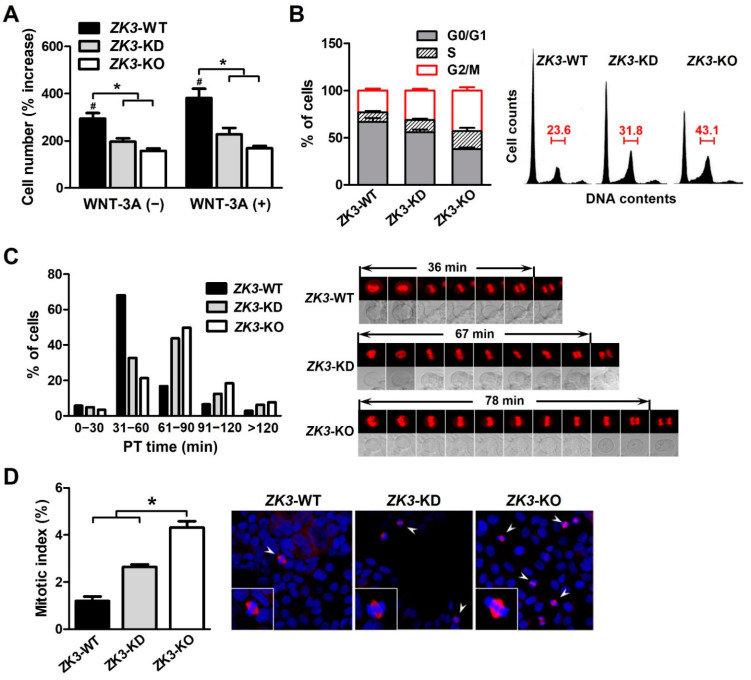
ZKSCAN3 deficiency delays the progression of mitosis. (**A**) Cell proliferation rate was determined in the presence or absence of WNT-3A through sequential monitoring with Incucyte. The cell count data were acquired 6 days after initial seeding. Data are expressed as mean ± SDs (*, # *p* < 0.05). (**B**) Cell cycle profiles were determined using flow cytometry after staining with propidium iodide. Histogram data were obtained from three independent experiments and are expressed as mean ± SDs. Representative flow cytometric results are shown in the right panel. (**C**) Time-lapse analysis of ZK3-WT, ZK3-KD, and ZK3-KO cells. Cells stably expressing histone 2B-RFP were cultured on a live cell chamber instrument and continuous fluorescent images were taken. The graph presents the percentage of cells at different time points in the time taken from prometaphase to telophase (PT time). A minimum of 50 cells per sample was observed. Representative images with mean PT times are shown in the right panel. (**D**) Mitotic indices were determined by counting cells, which had pairs of duplicated chromatids aligned to the center of the dividing cell (arrowhead). Unsynchronized ZK3-WT, ZK3-KD, and ZK3-KO cells were immunostained with anti-α-tubulin antibody, and nuclei were stained with DAPI. Individual cells are magnified in the box. A minimum of 200 cells were counted on three slides. The histogram displays the mean ± SD of triplicate measurements (left panel). Representative images are shown in the right panel. Statistical significance was determined using the Kruskal–Wallis test (* *p* < 0.01).

**Figure 5:**
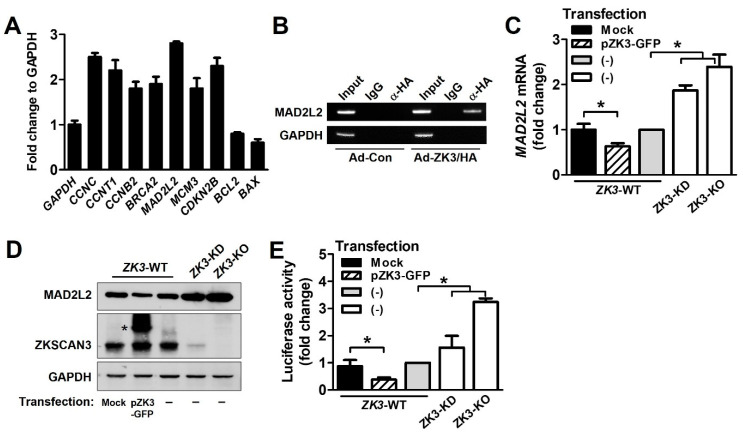
ZKSCAN3 acts as a transcriptional repressor of MAD2L2. (**A**) Chip assay and qPCR array were performed using EpiTect^®^ ChIP qPCR array Human Cell Cycle (QIAGEN). HCT116 cells were transduced with Ad-ZK3/HA or Ad-Con for 24 h and the crosslinked lysates were sonicated. The sonicated lysates were immunoprecipitated with anti-HA antibody or IgG and then with protein A. The eluted precipitates were applied to a qPCR array (QIAGEN). Representative qPCR results from the array are presented. Data are expressed as mean ± SD of triplicate experiments; GAPDH expression was used as the internal control. (**B**) Cells were infected with Ad-Con or Ad-ZK3/HA for 24 h, treated with formaldehyde, and sonicated. The cross-linked DNA–protein complex was immunoprecipitated using anti-HA (α-HA) antibody or IgG followed by PCR amplification for MAD2L2 promoter. Immunoprecipitates obtained using IgG were used as the negative controls. Input chromatin (Input) refers to sonicated chromatin before immunoprecipitation. (**C**) Real-time qPCR was performed to evaluate the expression of MAD2L2 using mRNA extracted from the indicated cells. Data obtained from three independent experiments were used to represent a fold increase in mRNA levels. Statistical significance was determined using the Kruskal–Wallis test (* *p* < 0.05). (**D**) Western blotting was performed to evaluate the expression of MAD2L2 and ZKSCAN3 proteins; GAPDH was used as the loading control. *, ectopic ZKSCAN3 (**E**) The indicated cells were transfected with pGL-MAD2L2. The luciferase activity was determined. Data are expressed as fold change in expression compared to that in control cells, from three independent experiments; they are expressed mean ± SD. Statistical significance was determined using the Kruskal–Wallis test. (* *p* < 0.01).

**Figure 6:**
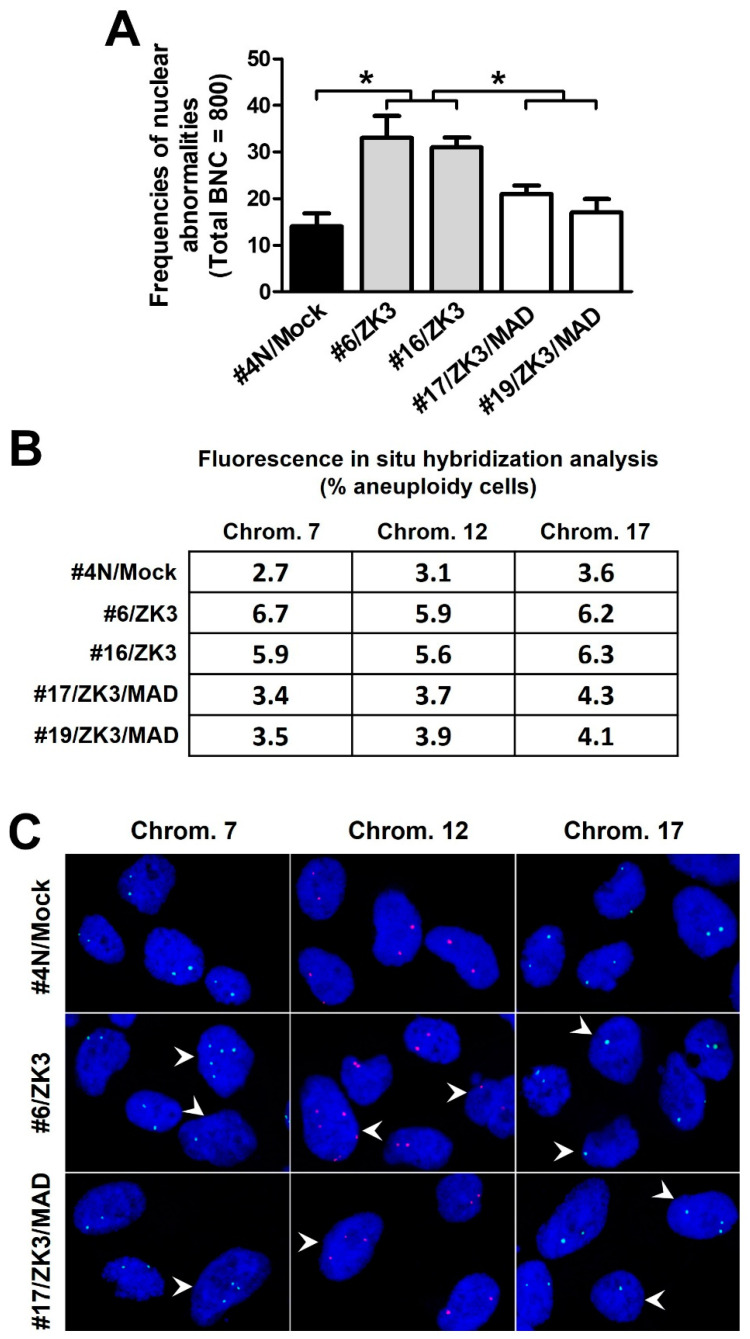
ZKSCAN3 induces chromosomal instability by suppressing MAD2L2 expression. (**A**) CBMN assays for the indicated cells derived from single cells after 40−50 generations. A total of 800 binucleated cells (BNC) were scored for nuclear abnormalities. Data are expressed as mean ± SD. * Statistical significance was determined using one-way ANOVA followed by Duncan’s test (* *p* < 0.01). (**B**) FISH analysis of interphase cells using CEP probes. Average 300−500 cells were scored for each cell line; data are expressed as the percentage of aneuploid cells. (**C**) Fluorescence microscopy images of interphase FISH for indicated cells using probes for chromosomes 7, 12, and 17. Aneuploid cells (arrowhead). Optical magnification, ×600. CBMN, cytokinesis-block micronucleus.

**Figure 7:**
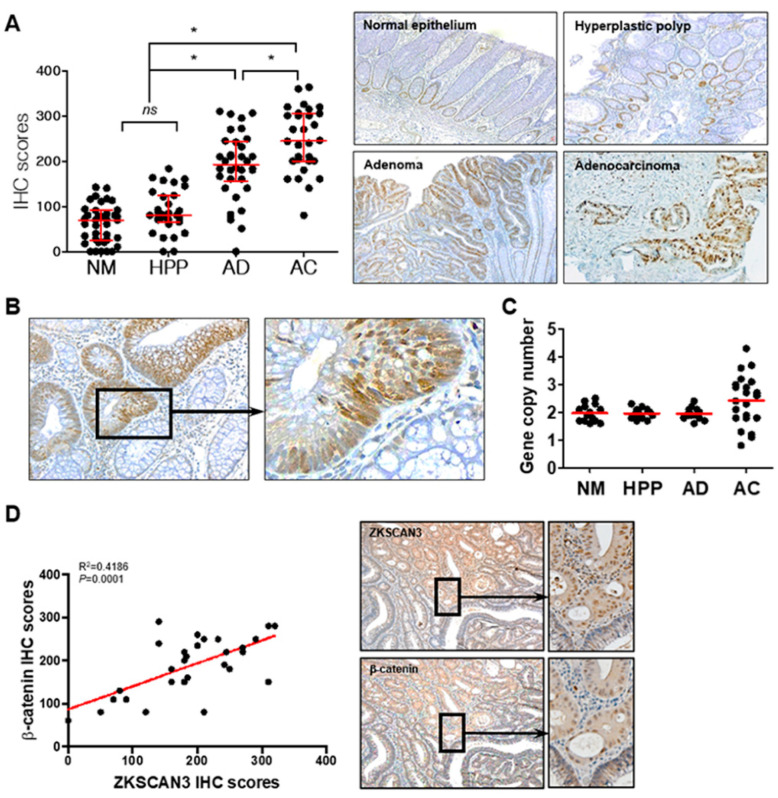
ZKSCAN3 upregulation in the early stage of the adenoma–carcinoma sequence. (**A**) Distribution of IHC scores in the normal colonic epithelium (NM; *n* = 38), non-neoplastic hyperplastic polyps (HPP; *n* = 31), adenomas (AD; *n* = 34), adenocarcinomas (AC; *n* = 30), and their representative microscopic images (right panel). Optical magnification, ×100. Red bars represent the median with quartiles of the IHC scores. Statistical significance was determined using one-way ANOVA followed by Duncan’s test (* *p* < 0.01). (**B**) Representative ZKSCAN3 IHC images of adenoma with dysplasia. Optical magnification, ×200 (left panel) and ×400 (right panel). (**C**) Gene copy numbers of normal epithelium (*n* = 14), non-neoplastic hyperplastic polyps (*n* = 16), dysplastic adenomas (*n* = 14), and adenocarcinomas (*n* = 22). (**D**) Correlation between IHC scores of ZKSCAN3 and β-catenin. Data were obtained from 29 cases of adenomas and analyzed through Pearson correlation (*p* < 0.01). Representative IHC images are shown in the right panel. Optical magnification, 100 (middle panel) and ×200 (right panel). ns, not significant.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23169302/s1.

How the deposited data were processed for this re-analysis (not part of the article)

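RNA of parental HCT116 cells and of *ZK3*-KO cells, 3 cultures each, was sequenced by the authors. The authors deposited 1 table with a count of reads per gene in each library, without normalization. The authors also deposited FPKM values, scaled by transcript length and library size, and TPM values, scaled by transcript length so that every library has nearly the same sum. The paper's methods name Bowtie 2 in Partek Flow and an Ensembl annotation of hg19, and an ANOVA on TPM-normalized counts, while the table lists NCBI Gene identifiers and RefSeq transcripts. The FPKM values were not used, and the TPM values were used in 1 alternative only. The table holds 46427 genes, and every column was assigned to a library by its name.

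Between 60827060 and 68635701 reads were counted per library of *ZK3*-WT cells, and between 63581292 and 69739215 per library of *ZK3*-KO cells. The 10 most abundant genes took between 9.25% and 12.7% of the reads. Replicates were compared by a chi-square test of their counts over genes with at least 20 reads in a pair. The chi-square per degree of freedom was 87.6, 95.1 and 41.5 among *ZK3*-WT replicates and 62.4, 349 and 543 among *ZK3*-KO replicates, with the highest values for pairs with *ZK3*-KO replicate 3. No library was a copy of another.

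Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr, which left 18366 genes, and counts were normalized with TMM factors of 1.03, 1.03 and 1.02 for *ZK3*-WT replicates 1, 2 and 3 and of 1.01, 0.994 and 0.910 for *ZK3*-KO replicates 1, 2 and 3. The quasi-likelihood test compared all 6 libraries with genotype as the only factor, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Mean and SD were computed from TMM-normalized CPM. The quasi-likelihood test returns no standard error. The standard errors given were derived as the absolute log2 fold change divided by the square root of the test's F statistic. The groups of 4879 genes did not overlap, where chance gives 10% of genes. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over 17 lists. The lists were written from general knowledge and from the paper's figures, and they stand in for GO terms. Of their entries, 564 were found under their own symbol, 24 under an older symbol and 1 was not found.

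The sample groups, the test, the lists, the alternatives other than those described as added, and the rule for naming genes were set before the data were examined. The rule names every gene of Figure 1D, Figure 1E, Figure 2 and Figure 5A, further genes of the paper's text, *ZKSCAN3*, the spindle assembly checkpoint genes past the threshold and, in each direction, the 5 genes with the largest change among those past an FDR of 0.05 with an average log2 CPM of at least 1 and non-overlapping groups. The alternatives were DESeq2 1.42.0, library totals alone, upper-quartile factors, all genes with at least 1 read, genes with at least 10 reads in every library, a linear model for each gene on log2(CPM + 1), the replicate number as a block, each library left out in turn, offsets for gene length and GC content fitted by loess with a span of 0.3, the block with these offsets, and unadjusted p-values. For lists they were fry, camera with an estimated correlation, and removal of proteasome and anaphase-promoting complex genes. A linear model on log2(TPM + 1) and lists without chromosome 14 genes were added after seeing the data.

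Libraries with the same replicate number deviated together from the mean of their genotype, with correlations across genes of 0.294, 0.112 and 0.449 for numbers 1, 2 and 3. Libraries with different numbers had correlations from -0.343 to 0.209, the highest of which (*ZK3*-WT replicate 1 with *ZK3*-KO replicate 2) is above that of number 2. All 3 were over 0.1. The replicate number was used as a block only in the alternatives with a block, and the counts, fold changes and FDR values of edgeR's test do not pair the libraries. The paper's text does not say what the numbers mark. Gene positions, length and GC content came from a GRCh37 annotation matched by symbol, which held 31628 of 46425 symbols and 87.6% of the tested genes (100% of each list). Across genes, the rank correlation of the log2 fold change was -0.10 with length and 0.0672 with GC content, and -0.00129 and 0.0230 after the offsets. A RefSeq gene table was used for older symbols only.

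The scripts were tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed. With each gene's own estimated dispersion, edgeR tested 17953 genes and called 126, of which 13 (10.3%) were false, above the nominal 5%. It recovered 91% of 4-fold and 22% of 2-fold changes. DESeq2 called 210 of 18366 genes with 57 (27.1%) false, the fit with the block called 115 with 15 (13.0%) false, and the linear model called 6 with 1 false. A further simulation, added after this share was seen, used the dispersion trend over expression level in place of each gene's own estimate. There edgeR called 144 of 17949 genes, of which 3 (2.08%) were false, and recovered 98% and 43%. A list of 50 genes shifted by 0.5 was found by camera (FDR 2.47e-24) and fry (FDR 0.00117). Of 16 unchanged lists, camera called 0. The simulated counts were drawn independently for each gene, so this test cannot show how camera behaves on lists of genes that vary together. A simulated length trend (rank correlation -0.577 over 10795 genes) was reduced to -0.00832 by the offsets.

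The *ZK3*-KO cells came from single-cell selection and were compared with parental cells, so differences of the clone and of the knockout are not separated by these libraries. The *CTNNB1*-KD data set, the *ZK3*-KD cells, the ChIP and luciferase measurements and the supplementary tables were not analysed here.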

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

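The tests of chromosome 14, of chromosome 21 and of the genes with the largest changes were chosen after these results were seen. The paper does not report on these genes, and each signal lay outside the range of the *ZK3*-WT libraries.

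Genes of chromosome 14 were higher in *ZK3*-KO cells as a group. The comparisons of chromosomes used only genes with an average log2 CPM above 1. The 427 genes had a median log2 fold change of 0.52 (FDR 2.51e-21 from camera, 6.18e-04 from fry and 0.00472 with an estimated inter-gene correlation), and 82.4% of them were higher. The medians of the other 21 chromosomes besides chromosome 21 lay between -0.03 and 0.16. The highest was that of chromosome 19, which also passed with camera (FDR 0.0119) but not with fry (FDR 0.648). Without *ZK3*-KO replicate 3 the median of chromosome 19 was 0.04. Among the genes above this level with an assigned chromosome, 107 upregulated genes passed an FDR of 0.05. Of these, 51 (47.7%) were on chromosome 14, which holds 3.37% of the genes compared. The median relative to the *ZK3*-WT mean was 0.48, 0.52 and 0.38 in *ZK3*-KO replicates 1, 2 and 3. Length and GC offsets left it at 0.53 and omitting *ZK3*-KO replicate 3 left it at 0.50, which argues against a length or GC bias and against the state of that culture as the whole cause. In 5 parts of equal gene number along the chromosome, the medians were 0.07, 0.61, 0.56, 0.61 and 0.59. The part with the lowest positions had medians of -0.00126, -0.0632 and 0.125 in *ZK3*-KO replicates 1, 2 and 3, which argues against an extra copy of the entire chromosome in every cell. In bins of 20 genes, a division added after these medians were seen, 15 of the 16 bins beyond that part lay above 0.25, the 97.5th percentile of 596 bins elsewhere, and the exception had 0.17. The bin that spans the end of that part had 0.64. A gain from 2 to 3 copies would give 0.58. A candidate explanation that stays open is a gain of most of the chromosome in the selected *ZK3*-KO cells. Since the *ZK3*-KO cells came from single-cell selection and were compared with parental cells, a change acquired by the clone and an effect of ZKSCAN3 loss cannot be told apart. The real grouping was 1 of 10 splits of the 6 libraries with a median this far from 0, and the others had medians between -0.18 and 0.17, but 3 libraries against 3 cannot give a share under 0.1.

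Genes of chromosome 21 were lower in *ZK3*-KO cells. The median log2 fold change over 114 genes was -0.36 (FDR 8.92e-09 from camera, 0.0116 from fry and 0.154 with an estimated inter-gene correlation), with -0.38, -0.31 and -0.44 in *ZK3*-KO replicates 1, 2 and 3. Length and GC offsets gave -0.31 and omitting *ZK3*-KO replicate 3 gave -0.29, so neither accounts for the whole shift. Loss from 2 copies to 1 in every cell would give -1. The lowest median of 5 parts of the chromosome in a *ZK3*-KO library was -0.56, which argues against such a loss. All 5 parts had a log2 fold change below 0, with the part nearest 0 at -0.23. In that part of 23 genes, *ZK3*-KO replicates 2 and 3 had -0.0408 and -0.0869, within the range of the *ZK3*-WT libraries (-0.0942 to 0.0406), and *ZK3*-KO replicate 1 had -0.38. Loss of a copy in some of the cells may explain the shift and stays open, as does an effect of the knockout. The real grouping was 1 of 10 splits with a median this far from 0, and the others had medians between -0.15 and 0.22.

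Single genes changed far more than any gene named in the paper. *DPEP1* rose by 7.94 on the log2 scale (FDR 7.86e-04 from edgeR's test), from 26, 14 and 13 reads in *ZK3*-WT cells to 4203, 3204 and 5204 reads in *ZK3*-KO cells. The log2 fold change was 6.57 for *ANXA10*, 6.42 for *SNTG2*, 5.16 for *TTN* and 3.81 for *ADGRD1*. *EHF* fell by 7.56 on the log2 scale, from 155 ± 33.4 to 0.814 ± 0.302 CPM (SD, n = 3 each). *GRIN2B* had a log2 fold change of -7.22. *SLC15A1* had one of -7.65, which rests on 5 reads in *ZK3*-KO replicate 2 and none in the other *ZK3*-KO libraries, against 328, 437 and 344 reads in *ZK3*-WT cells. It ranged from -11.49 (without *ZK3*-KO replicate 2) to -2.65 (linear model on log2(CPM + 1)) over the alternatives. *SNTG2* had 9, 0 and 11 reads in *ZK3*-WT cells, and its value ranged from 3.12 to 6.93. *LINC00698*, with no read in any *ZK3*-KO library, was at least 113-fold lower, and *TNFSF18* was at least 92.0-fold lower. All 10 genes passed an FDR of 0.05 with length and GC offsets (10 of 10), which argues against that bias. *SNTG2*, *LINC00698*, *TNFSF18* and *SLC15A1* lay above an FDR of 0.05 in 2, 1, 4 and 1 of their 14 alternatives, and the other 6 passed in all 15. Near-complete gain or loss of a transcript may come from the single-cell selection or from the knockout, and both stay open.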

How the results depend on the processing

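The counts of genes past an FDR of 0.05 moved most. Against 376 genes (150 upregulated and 226 downregulated) in edgeR's test, DESeq2 gave 1278 (583 and 695), which included all 376, and a linear model fitted to each gene alone on log2(CPM + 1) gave 163 (70 and 93). The same linear model on log2(TPM + 1) of the authors' TPM values, an alternative chosen after seeing the data, gave 98 genes (26 and 72), of which 26.5% were upregulated against 39.9%. With an unadjusted p-value under 0.05, 3371 genes (1633 and 1738) were counted. Admitting every gene with at least 1 read lowered the upregulated genes to 97, and offsets for gene length and GC content raised them to 231. Scaling by library totals alone gave 369 genes, of which 30.1% were upregulated, and moved the median over all genes from 0.02 to -0.0656. Fits that each left out 1 library gave 49 to 2858 genes, 11 to 1399 upregulated and 38 to 1459 downregulated, with the highest values without *ZK3*-KO replicate 3 and the fewest genes without *ZK3*-WT replicate 2. Depth, a length or GC bias and a stress response were tested as causes of the rise without *ZK3*-KO replicate 3, as given with the other observations. Apart from the smaller number of libraries, the cause of the other differences was not tested.

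*ZKSCAN3* and *MAD2L2* stayed above an FDR of 0.05 in all alternatives, with log2 fold changes of -0.29 to 0.0864 and -0.135 to 0.0268 when each library was left out. *ZKSCAN3* changed sign without *ZK3*-KO replicate 3, and *MAD2L2* without *ZK3*-WT replicate 3 and without *ZK3*-KO replicate 2. Other genes changed sign as well. With each library left out, the log2 fold change ranged from -1.28 to 0.98 for *PSMD10P2*, -0.0566 to 0.20 for *AURKB*, -0.126 to 0.17 for *VPS35*, -0.18 to 0.32 for *ANAPC1*, -0.27 to 0.72 for *BRCA2*, -1.40 to 0.29 for *CDKN2B*, -0.27 to 0.35 for *BCL2*, -0.0563 to 0.111 for *IGF2*, -0.35 to 0.26 for *APC*, -0.18 to 0.0258 for *GSK3B* and -0.34 to 0.21 for *TCF7L2*. With the replicate block, the values were -0.133 for *PSMD10P2*, -0.0679 for *BRCA2*, -0.0411 for *BCL2* and -0.0411 for the median of the Figure 5A genes. The replicate block with length and GC offsets gave -0.16 for *PSMD10P2* and 0.0814 for *APC*, and the offsets alone gave 0.115 for *APC*. The linear model on log2(CPM + 1) gave -0.0763 for *BRCA2*, -0.0157 for *BCL2* and -0.0157 for the Figure 5A genes. Library totals alone gave -0.0181 for *BCL2*, -0.0491 for *IGF2* and -0.0284 for the median of the autophagy and lysosome list. The cause was not tested for any of these genes.

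The replicate block gave 461 genes, within 1.5 times the count without it, and 318 of the 376 genes were shared. No list of the Figures, of the cell cycle, of the proteasome or of WNT signaling lost its FDR under 0.05 in camera with the block alone.

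The proteasome list kept an FDR under 0.05 in all alternatives except fry (0.101) and camera with an estimated inter-gene correlation (0.592). Under fry, the 9 lists on the cell cycle, the proteasome, the Figures and the WNT targets that had passed with camera kept their medians and lay above an FDR of 0.05. These medians were 0.22 for the anaphase-promoting complex, 0.60, 0.42 and 0.31 for the genes of Figure 1D, Figure 1E and Figure 2, 0.31 for G2 and M phases, 0.49 for the proteasome, 0.59 for G1/S and S phases, 0.39 for the spindle assembly checkpoint and -0.24 for WNT targets, with FDR values from 0.101 to 0.431 under fry and of 0.592 with camera and an estimated inter-gene correlation. The respiratory chain and ribosomal protein lists also lay above an FDR of 0.05 in both tests, and the p53 target list with the estimated correlation only. In the linear model on log2(CPM + 1), the lists that no longer passed were the anaphase-promoting complex (0.18), the genes of Figure 1D (0.51), Figure 1E (0.25) and Figure 2 (0.23), G2 and M phases (0.25), G1/S and S phases (0.44), the spindle assembly checkpoint (0.28), ribosomal proteins (0.20) and WNT targets (-0.16). Length and GC offsets had this effect on the anaphase-promoting complex (0.20) and the Figure 2 genes (0.32), and with the replicate block added also on the Figure 1E genes (0.19, 0.26 and 0.32, respectively). Library totals alone gave 0.15 for the anaphase-promoting complex and 0.24 for the Figure 2 genes, both above an FDR of 0.05. After proteasome and anaphase-promoting complex genes were removed from the other lists, so that fewer genes were tested, the Figure 1E genes (0.36) and the Figure 2 genes (0.16) no longer passed. Otherwise the cause was not tested.

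With each library left out in turn, the median ranged from 0.11 to 0.63 for the spindle assembly checkpoint, 0.25 to 0.97 for G1/S and S phases, 0.16 to 0.52 for G2 and M phases, 0.29 to 0.89 for the Figure 1D genes, 0.28 to 0.54 for the Figure 1E genes, 0.122 to 0.44 for the Figure 2 genes, 0.17 to 0.27 for the anaphase-promoting complex, -0.0852 to 0.0232 for WNT components, -0.38 to -0.132 for WNT targets, -0.0293 to 0.17 for autophagy and lysosome genes and -0.044 to 0.38 for ribosomal proteins. *ZK3*-KO replicate 3 decided the sign for WNT components (0.0232 without it), for autophagy and lysosome genes (-0.0293) and for ribosomal proteins (-0.044), and without it the WNT targets had an FDR of 0.708 from camera. Leaving out *ZK3*-KO replicate 2 took the spindle checkpoint, S phase, G2 and M phase, Figure 1D, Figure 1E, Figure 2 and anaphase-promoting complex lists above an FDR of 0.05. Leaving out *ZK3*-KO replicate 1 did so for the spindle checkpoint (0.24), Figure 1D (0.49), Figure 1E (0.37) and Figure 2 (0.22) lists, leaving out *ZK3*-WT replicate 2 for the spindle checkpoint (0.27), Figure 1E (0.28), Figure 2 (0.21) and anaphase-promoting complex (0.17) lists, and leaving out *ZK3*-WT replicate 3 for the Figure 2 list (0.29).

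Among the other single genes and lists, 84 results no longer passed and 23 newly passed an FDR of 0.05 under some alternative. Of the latter, 21 passed without *ZK3*-KO replicate 3. The depth of between 60827060 and 69739215 reads per library was alike in both genotypes, and the spread between cultures rather than the depth limits these comparisons, with a common dispersion of 0.0827 in edgeR.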

Differences from the paper's values

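The paper reports 1923 genes past an FDR of 0.05, against 376 in edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, only leaving out *ZK3*-KO replicate 3 (2858 genes) came within 1.5 times of the paper's count. DESeq2 (1278 genes) lay just outside this limit. The paper reports 1069 upregulated genes, against 150. Leaving out *ZK3*-KO replicate 3 (1399 genes) was the only alternative within 1.5 times. The paper reports 854 downregulated genes, against 226. DESeq2 (695 genes) was the only alternative within 1.5 times. A linear model on log2(TPM + 1), chosen after seeing the values, gave 98 genes and did not close any of these gaps.

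For mRNA levels measured by qRT-PCR, values were read by eye from the paper's figures. Several genes of Fig. 2 lay within 1.5 times of their fold change in the RNA-seq libraries. These were *PSMB6* (about 1.7 in the paper, against 1.69), *CDC20* (1.6, against 1.52), *PSMD10* (1.8, against 1.49) and *ANAPC11* (1.6, against 1.25). *CDK1* (1.5, against 1.23), *AURKB* (1.3, against 1.06) and *VPS35* (1.3, against 0.995) did so as well. For *CDK1*, *AURKB* and *VPS35* an unchanged level would also lie within 1.5 times of the paper's value. This limit therefore cannot tell upregulation from no change for them. *BUB3*, *MAD2L1* and *MAD2L2* did not. The paper's fold change of *BUB3* is about 2.0 in Fig. 2, against 1.12 in the RNA-seq libraries. That of *MAD2L1* is about 2.9 in Fig. 2, against 1.34. That of *MAD2L2* is about 3.2 in Fig. 2 and about 2.4 in Fig. 5C, against 0.958. None of the alternatives set before the data were examined closed these gaps, and the highest value was 1.79 for *MAD2L1*, without *ZK3*-KO replicate 3.

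The paper describes MAD2L2 as strongly upregulated in *ZK3*-KO cells, and its log2 fold change in the RNA-seq libraries was -0.06 (FDR 0.869 from edgeR's test). The paper presents the genes of Fig. 1E and Fig. 2 as upregulated, and none passed an FDR of 0.05 with all libraries in edgeR's test. On simulated counts this test recovered 22% of 2-fold changes, or 43% with the dispersion trend. Missing the threshold therefore does not show that a gene was unchanged. DESeq2 called *PSMD10* (log2 fold change 0.58, FDR 0.0315). Without *ZK3*-KO replicate 3, edgeR's test called *PSMD10*, *PSMB6*, *CDC20*, *MAD2L1* and *CDK1*. Of the genes of Fig. 1D, *ESPL1*, *MCM7*, *MCM5*, *MCM6*, *MCM2*, *CCNA2*, *MCM4*, *SMC1A*, *CDK2* and *E2F2* were called only without that library, beside *MAD2L1*, *CDC20* and *CDK1*. *VPS35* had a log2 fold change of -0.01 with all libraries.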

Other observations

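The tests of *ZK3*-KO replicate 3, of proteasome genes on chromosome 14 and of the splits of libraries by lists were chosen after the results were seen.

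More genes passed an FDR of 0.05 without *ZK3*-KO replicate 3, although fewer libraries were compared. Its total of 67944123 reads lay within the range of the other libraries, which argues against a difference in depth. Length and GC offsets with all libraries gave 527 genes, far below the 2858 genes without the library, which argues against such a bias as the whole cause. In this library the S phase list was lowest (-0.79) and ribosomal proteins were highest (0.68). A list of amino acid stress genes, written after the libraries were compared and without the genes already seen, held 29 tested genes. Their median log2 CPM was higher by 1.41 in *ZK3*-KO replicate 3 than in the mean of the other *ZK3*-KO libraries, above 100% of 10000 random lists of the same expression. Relative to the *ZK3*-WT mean, the list was at -0.29, 0.02 and 0.26 in *ZK3*-WT replicates 1, 2 and 3 and at -0.52, -1.04 and 0.55 in *ZK3*-KO replicates 1, 2 and 3. A stress response or slower growth of that culture may therefore underlie part of the spread, as a hypothesis found and tested on the same data.

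*ZKSCAN3* reads did not separate the genotypes, so the labels were tested on other genes. Over the 100 genes with the smallest p-value among the remaining libraries (99 of them with values for *ZK3*-WT replicate 3), 6 of 6 libraries lay nearer to the mean of their own genotype, which argues against a mislabelled library. The genotype difference was larger than that of any other grouping. The real one was 1 of 10 splits of the libraries with at least 376 genes past an FDR of 0.05, and the other splits gave 0 genes, with between 75 and 3145 genes at an unadjusted p-value under 0.05. The real split also gave the most lists past an FDR of 0.05 with camera, 12, and was 1 of 10 in this respect, but the other splits gave between 3 and 11 lists. Each of these other splits still sets 2 libraries of a genotype against 1. With 3 libraries against 3, no share under 0.1 can be reached. Of the 4 splits that part all pairs of replicate numbers, the others gave 200, 80 and 75 genes at an unadjusted p-value under 0.05.

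The proteasome list (median log2 fold change 0.49), a list of 76 respiratory chain genes (0.30, FDR 2.00e-06 from camera and 0.178 from fry) and a list of 77 ribosomal protein genes (0.24, FDR 0.00136 from camera and 0.431 from fry) were higher in *ZK3*-KO cells. With length and GC offsets the medians were 0.48, 0.28 and 0.21, which argues against that bias as the whole cause. Without its 5 genes on chromosome 14 the proteasome list had a median of 0.47, so these genes do not account for it. The ribosomal protein list was at -0.04 without *ZK3*-KO replicate 3. Whether the change in WNT signaling terms could come from proteasome subunits annotated to these terms stays open. The WNT target list, which holds no proteasome subunit, had an FDR of 0.0169 from camera, but 0.178 from fry and 0.708 without *ZK3*-KO replicate 3.

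A list of 24 p53 target genes had a median log2 fold change of 0.19 (FDR 0.00139 from camera and 0.00901 from fry), and 21 of them were higher. The median of this list ranged from 0.17 to 0.33 with each library left out in turn. *BAX* and *SPATA18* passed an FDR of 0.05 in edgeR's test. *SPATA18* was named after its values were seen and passed in 9 of 14 alternatives (FDR up to 0.140). Its log2 fold change ranged from 1.33 to 9.73 over these alternatives, at a mean of 0.024 CPM in *ZK3*-WT cells. The list of 47 autophagy and lysosome genes had a median of 0.06 (FDR 0.124 from camera). It was 0.17 (FDR 0.0188) without *ZK3*-KO replicate 2 and -0.03 (FDR 0.845) without *ZK3*-KO replicate 3, the lowest and highest FDR over its alternatives. In the list, 1 gene, *ATG14* on chromosome 14, passed in edgeR's test (0.93, FDR 0.0493). It was named after its values were seen and passed in 5 of 15 alternatives. Among 14 tested genes that the paper's text names in connection with ZKSCAN3 or WNT signaling, the median was -0.11 (FDR 0.203 from camera). *EGFR* was the only one past an FDR of 0.05, with a log2 fold change of -1.06 (standard error 0.14, FDR 0.0144 in edgeR's test; FDR from 1.14e-07 to 0.107 over the alternatives). It was lower in 3 of 3 *ZK3*-KO libraries, at 83.9 ± 3.21 against 175 ± 14.4 CPM (SD, n = 3 each), and lay above an FDR of 0.05 in 4 of 15 alternatives. Without *ZK3*-KO replicate 3, *AURKA*, *CTNNB1*, *ITGB4* and *VEGFA* passed as well. The 9 genes of Figure 5A had a median of 0.16 (FDR 0.318 from camera). This median ranged from 0.11 to 0.30 with each library left out in turn. Of 10 tested zinc finger genes around ZKSCAN3 on chromosome 6, the median was -0.14 (FDR 0.357 from camera), and *ZSCAN31* passed in edgeR's test (-1.37, FDR 0.0467), in 9 of 15 alternatives. *ZSCAN31* was named after its values were seen. The median of these zinc finger genes ranged from -0.19 to -0.07 with each library left out in turn.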
